# Binding of the RNA Chaperone Hfq on Target mRNAs Promotes the Small RNA RyhB-Induced Degradation in *Escherichia coli*

**DOI:** 10.3390/ncrna7040064

**Published:** 2021-09-28

**Authors:** David Lalaouna, Karine Prévost, Seongjin Park, Thierry Chénard, Marie-Pier Bouchard, Marie-Pier Caron, Carin K. Vanderpool, Jingyi Fei, Eric Massé

**Keywords:** small RNA (sRNA), Hfq, RNase E, sRNA-induced degradation, super-resolution imaging, RNA chaperone, Hfq binding site

## Abstract

Many RNA-RNA interactions depend on molecular chaperones to form and remain stable in living cells. A prime example is the RNA chaperone Hfq, which is a critical effector involved in regulatory interactions between small RNAs (sRNAs) and cognate target mRNAs in Enterobacteriaceae. While there is a great deal of in vitro biochemical evidence supporting the model that Hfq enhances rates or affinities of sRNA:mRNA interactions, there is little corroborating in vivo evidence. Here we used in vivo tools including reporter genes, co-purification assays, and super-resolution microscopy to analyze the role of Hfq in RyhB-mediated regulation, and we found that Hfq is often unnecessary for efficient RyhB:mRNA complex formation in vivo. Remarkably, our data suggest that a primary function of Hfq is to promote RyhB-induced cleavage of mRNA targets by RNase E. Moreover, our work indicates that Hfq plays a more limited role in dictating regulatory outcomes following sRNAs RybB and DsrA complex formation with specific target mRNAs. Our investigation helps evaluate the roles played by Hfq in some RNA-mediated regulation.

## 1. Introduction

Post-transcriptional regulation of gene expression by small regulatory RNAs (sRNAs) is universally found in Bacteria, Archaea, and Eukarya [1,2,3]. Bacterial sRNAs have been identified as crucial regulators that are often expressed to maintain the homeostasis of cellular pathways during environmental stress. These sRNAs are typically noncoding and smaller than 300 nucleotides. In *Escherichia coli*, ~100 sRNAs have been identified, encoded either on the chromosome or plasmids [1,4]. Usually, sRNAs act to negatively regulate target mRNAs by decreasing translation and/or increasing mRNA turnover. In some cases, sRNA base-pairing with target mRNAs activates their translation [5,6,7,8].

A common feature among sRNAs from enteric species is the requirement for the RNA chaperone Hfq for their activity [7,8,9]. This RNA binding chaperone was first discovered decades ago as a host factor essential for bacteriophage Qβ replication [10,11]. More recently, elucidation of Hfq’s role in sRNA-mediated gene regulation has been an area of intense focus. In vivo, Hfq monomers assemble to form hexamers and dodecamers, which stabilize sRNAs and modulate base-pairing with target mRNAs [12,13,14]. Several studies have shown similarities in both protein sequence and structure between bacterial Hfq and eukaryotic Sm proteins, which bind small nucleolar RNAs and are components of the spliceosome [15]. Over the years, a number of studies using Hfq co-immunoprecipitation have identified dozens of sRNAs that bind to this chaperone protein in vivo in *E. coli* and *Salmonella* [12,16,17,18]. Consistent with a role in sRNA function, Hfq has been clearly shown to enhance the stability of many sRNAs in vivo [19,20,21,22,23].

In 2002, it was first reported that Hfq facilitates pairing between an sRNA and its target mRNA [22,23]. Because of the short and imperfect pairing of sRNAs with target mRNAs, the chaperone Hfq was proposed to promote sRNA:mRNA binding through remodeling RNA structures and by increasing local concentrations of the sRNA and its target mRNA [7,8,9]. This model was supported by numerous in vitro studies [5,8,24,25,26,27,28]. Over time, these observations led to the development of a prevailing model in which the RNA chaperone Hfq is essential for sRNA:mRNA interaction [29].

Other studies have demonstrated that the role of Hfq is not restricted to mediating sRNA-dependent gene regulation. Hfq itself can serve as a negative regulator of translation initiation, competing with 30S ribosomes for accessibility to the ribosome binding site (RBS) on an mRNA [30,31,32,33]. We demonstrated that Hfq is recruited by the sRNA Spot42 to specifically bind to the translation initiation region (TIR) of *sdhC* mRNA, thereby preventing the binding of 30S ribosomal subunit [34]. A similar mechanism was shown for the sRNA SgrSregulation of the target *manX* mRNA [35]. Hfq has also been shown to promote the RNA degradosome recruitment to sRNA:mRNA complexes, inducing their rapid degradation [20,36,37,38]. This is consistent with the observation that in a Δ*hfq* strain, sRNA-mediated degradation of mRNAs is decreased or even abolished [39,40,41] Notably, we recently demonstrated that Hfq binding to the target *hdeD* is critical to promote sRNA-dependent degradation by RNase E [42]. Studies investigating global Hfq binding sites indicated additional mRNAs bound to the protein [31,32]. The presence of Hfq binding motif on target mRNAs suggests that Hfq may help recruit the sRNA:RNase E silencing complex. The chaperone was also shown to help mature the ribosomal RNAs [43]. Lastly, Hfq is also involved in RNA processing as it regulates polyadenylation-dependent mRNA decay [44,45,46]. Indeed, Hfq can stimulate the polyadenylation of mRNAs by poly(A) polymerase (PAP), which in turn triggers 3′-to-5′ degradation by an exoribonuclease [46]. In *E. coli*, this exoribonuclease can be polynucleotide phosphorylase, RNase R or RNase II [9].

With more than 25 known target mRNAs, the iron-responsive sRNA RyhB, has one of the largest regulons in *E. coli*, including *sodB* and *sdhC* transcripts [1,47,48]. In iron-rich conditions, the Ferric uptake regulator (Fur) binds Fe^2+^ and inhibits *ryhB* transcription in addition to repressing many other iron uptake genes. Upon iron starvation, Fur becomes inactive, thereby relieving the repression of RyhB and of other iron-related genes [48]. In those conditions, RyhB directly base-pairs with about 20 mRNAs encoding iron-using proteins to shut down their translation and stimulate their rapid degradation by the action of the RNA degradosome [20], a protein complex comprising the endoribonuclease E (RNase E), a 3′-5′ polynucleotide phosphorylase (PNPase), an RNA helicase (RhlB), and enolase [49]. Destabilization of mRNA targets following RyhB pairing is a consequence of both translational repression (passive degradation) and RyhB-mediated stimulation of degradation (active degradation) [50].

In this work, we used pull-down assays of MS2-tagged sRNAs in combination with high-throughput RNA sequencing to demonstrate that Hfq is not essential for certain sRNA:mRNA duplexes in vivo. Data obtained from MS2-tagged sRNAs, such as RyhB, SgrS, RybB, and DsrA, suggest they strongly bind cognate target mRNAs even in the absence of cellular Hfq. Super-resolution microscopy, with RyhB:*sodB* as an example, demonstrated that RyhB can base-pair with *sodB* mRNA in the Δ*hfq* background, with a slightly tighter affinity compared to the wild-type case. Additional data indicate that Hfq direct binding to target mRNAs is essential for sRNA-induced mRNA degradation. Mutations preventing Hfq binding on target mRNAs also prevent sRNA-induced mRNA degradation even though RyhB binds to target mRNAs and blocks their translation. We conclude that the ternary complex formed by sRNA, target mRNA and Hfq provides a scaffold for recruiting RNase E.

## 2. Results

### 2.1. Absence of Hfq Does Not Prevent MS2-Tagged RyhB Interaction with sodB and sdhC Target mRNAs In Vivo

We sought to investigate the role of the Hfq RNA chaperone in promoting sRNA:mRNA complex formation in vivo. To test this, we monitored the effect of a Δ*hfq* mutation on RyhB sRNA [40] and its ability to interact with specific target mRNAs. Thus, RyhB was MS2-tagged and expressed in vivo for 10 min, followed by MS2-RyhB pull-down. Both this MS2-RyhB construct and pull-down method were previously validated [51]. We used Northern blot assays to detect specific and well-characterized target mRNAs (*sodB* and *sdhC*). Results in Figure 1A demonstrate that MS2-RyhB can interact with endogenous cognate target mRNAs *sodB* and *sdhC* even in the absence of cellular Hfq (compare lanes two and four). Despite the reduced MS2-RyhB level in Δ*hfq* background, the co-purification of target mRNAs is greater than in WT background. The mRNA levels in the input (total RNA prior to purification) are presented in Figure S1A. We noted the increased amount of *sodB* and *sdhC* input in Δ*hfq* background and explained this by reduced RyhB-mediated mRNA decay in the absence of Hfq.

We then performed a reverse pull-down assay with an MS2-tagged *sodB* construct to verify whether the sRNA RyhB would be co-purified in a Δ*hfq* background. Results shown in Figure 1B demonstrate the binding of *sodB*_130_-MS2 construct with RyhB sRNA in WT (lane two) and Δ*hfq* mutant (lane four) backgrounds. The reduced RyhB level in lane four is likely due to decreased stability of RyhB sRNA in Δ*hfq* background [20]. The mRNA levels observed before affinity purification are presented in Figure S1E. These data suggest that Hfq might not be required to help MS2-RyhB pair with *sodB* or *sdhC* target mRNAs in vivo.

### 2.2. Interaction of MS2-RyhB with Some Target mRNAs Is Not Hfq-Dependent In Vivo

To further investigate the results presented above, we measured endogenous target mRNAs enrichment in a Δ*hfq* background using MS2-RyhB affinity purification coupled with RNA sequencing (MAPS) [51]. The number of reads obtained for a given mRNA target co-purified with MS2-RyhB was normalized by the FPKM method and compared to reads obtained with untagged RyhB (control). Results presented in Figure 1C,D indicate that many target RNAs (e.g., *sodB*, 3′ETS*^leuZ^*, *msrB*, and *grxD*) were efficiently recovered (Fold Change > 4) by co-purification with MS2-RyhB from the Δ*hfq* background. Altogether, these results corroborate the idea that Hfq might not be essential for pairing between RyhB sRNA and some target mRNAs.

### 2.3. Formation of RyhB:sodB mRNA Complex in the Absence of Cellular Hfq

To directly visualize the sRNA:mRNA complex formation in vivo, we utilized a previously developed super-resolution imaging approach [52]. We used a chromosomally-integrated RNase E-resistant *sodB*_130_-*lacZ* fusion [50] as the target mRNA for RyhB, and induced RyhB from the endogenous locus by addition of 2,2′-dipyridyl. *sodB*_130_-*lacZ* construct and RyhB sRNA were detected by Alexa 568 and Alexa 647-labeled DNA probes, respectively, through fluorescence in situ hybridization (FISH) [53], and imaged by 3D super-resolved single-fluorophore microscopy [54]. Probes were designed to target the *lacZ* portion on the *sodB*_130_-*lacZ* construct and to target the non-base-pairing region on RyhB (Figure 2A). Consistent with previous results, *sodB*_130_-*lacZ* remained constant after induction of RyhB (Figure S2). We determined the RyhB copy number from the super-resolution images based on the previous method [52,55]. Compared to the more abundant RyhB levels observed in the wild-type strain within a few minutes after induction, RyhB levels remained moderate and relatively constant in a Δ*hfq* mutant background even after 30 min of induction (Figure 2C and Figure S2). This was expected and consistent with previous studies demonstrating that Hfq stabilizes sRNAs in vivo [19,20,23].

RyhB:*sodB*_130_-*lacZ* mRNA complex formation was measured by determining the percentage of mRNA signal co-localizing with sRNA signal (Methods, and reference [52]). RyhB and the negative control *ptsG* mRNA, which are not regulated by RyhB, were imaged together as a negative control to account for random colocalization (Figure 2B). In both wild-type and Δ*hfq* backgrounds, the colocalization percentage of RyhB:*sodB*_130_-*lacZ* mRNA is significantly higher than random RyhB and *ptsG* mRNA colocalization (Figure 2C), suggesting complex formation between RyhB and *sodB*_130_-*lacZ* mRNA in both cases. Considering that less RyhB is present in the Δ*hfq* background, our data suggested that in the absence of Hfq, the dissociation constant (*K*_D_) is ~40% of the *K*_D_ in the wild-type case. This indicates that the binding affinity between RyhB and *sodB*_130_-*lacZ* is slightly higher (~2.5 fold) in the Δ*hfq* background, consistent with the results of the pull-down experiments described above (Figure 1A).

### 2.4. Efficient RyhB-Induced Degradation of sodB Target mRNA Is Promoted by Hfq

We next asked whether RyhB could still promote the degradation of *sodB* target mRNA in the absence of Hfq. To do so, we used Δ*hfq* mutant cells harboring a *sodB*_430_*-lacZ* transcriptional fusion [50]. We showed previously that this *sodB*_430_*-lacZ* fusion reports on RyhB-dependent RNase E-mediated decay [50]. In the Δ*hfq* background, RyhB (expressed from pBAD plasmid) repression of the *sodB*_430_*-lacZ* fusion was impaired compared to WT background (Figure 3A, compare lanes 2 and 4). Moreover, Northern blots performed on the same samples confirm the remaining presence of endogenous *sodB* mRNA in Δ*hfq* mutant as compared to WT background. As expected, the level of RyhB sRNA was reduced in the Δ*hfq* mutant. To rule out the possibility that the less efficient *sodB*_430_*-lacZ* degradation was due to the lower abundance of RyhB in the Δ*hfq* mutant, endogenous RyhB was induced (250 µM 2,2′-dipyridyl at 0.5 OD_600nm_) from WT cells (lane five) for comparison with RyhB expressed from pBAD plasmid. Even though there was less RyhB in WT cells (with DIP) compared to plasmid-expressed RyhB in the Δ*hfq* mutant, the *sodB* target mRNA was completely degraded (compare lanes four and five). These results are consistent with the idea that Hfq is required for efficient RyhB-induced degradation of *sodB* target mRNA. We performed an analogous experiment with *sdhC*_576_*-lacZ* transcriptional fusion, which also requires RyhB-dependent RNase E-mediated decay for regulation. The results also demonstrated reduced RyhB-mediated degradation of *sdhC* in the absence of Hfq (Figure S3A).

### 2.5. Absence of Hfq Does Not Prevent RyhB Translation Block of sodB Target mRNA

While the results presented above suggested RyhB could bind to both *sodB* and *sdhC* target mRNAs without Hfq, it is not clear whether RyhB can block their translation under those conditions. To answer this question, we measured the β-galactosidase activity of a SodB_430_-LacZ translational fusion in both WT and Δ*hfq* backgrounds in the presence or absence of RyhB. Using this reporter, we could specifically monitor the base pairing-dependent translational repression of RyhB targets. Results in Figure 3B indicate a significant reduction in the SodB_430_-LacZ in the Δ*hfq* cells in the presence of RyhB (50%). The stronger repression observed in WT cells (70%) could be due to higher RyhB level in WT versus Δ*hfq* cells (compare lanes two and four, Northern blot) or a more active degradation of the target (Figure 3A). We also performed a similar experiment with the SdhC_258_-LacZ translational fusion. For technical reasons, we used here a shorter *sdhC* fragment to construct the translational fusion (see Methods). Figure S3B shows that RyhB could still repress translation of this fusion in Δ*hfq* cells (45%). These data indicate that RyhB blocks translation of both *sodB* and *sdhC* target mRNAs in the absence of cellular Hfq.

### 2.6. Hfq Binding Site on Target mRNAs Is Essential for sRNA-Induced Degradation

We sought to investigate the role of the Hfq binding site on mRNAs targeted by sRNAs. Our lab recently showed that an AU-rich motif in the 5′-untranslated region (UTR) of *hdeD* target mRNA (close to the sRNA CyaR binding site and the RBS) is recognized by Hfq [42]. The binding of Hfq to this site in *hdeD* mRNA is essential to induce CyaR-dependent mRNA degradation. Previous work suggested that Hfq binds to a specific site within the 5′UTR of *sodB* mRNA to promote RyhB binding [19]. Moreover, Hfq binds a region in the 5′ UTR of *sdhC* mRNA, again close to the RBS [34].

To test the role of Hfq binding to target mRNAs for RyhB-dependent regulation, we mutated the previously characterized Hfq binding site on *sodB* target mRNA [19], replacing the AU-rich region upstream of the RBS with “GGCCGGC” (Figure 4A, *sodB*MH). This mutation reduced Hfq binding affinity to *sodB*_130_MH in vitro to 314 nM compared to 156 nM for wild-type *sodB* mRNA as measured by electrophoretic mobility shift assay (EMSA) (Figure S4A,B). Moreover, in vitro probing assays on the WT *sodB*_130_ fragment indicated a clear Hfq footprint, which disappeared when using *sodB*_130_MH and Hfq (1 µM) (Figure S4C). Moreover, our results suggest that secondary structures in the translation start region of *sodB*MH are not significantly altered by the mutation (Figure S4C). Next, we asked whether the Hfq binding site on *sodB* and *sdhC* mRNA targets impacted their regulation by RyhB sRNA. Figure 4B shows the wild-type transcriptional fusion, *sodB*_430_-*lacZ*, was rapidly repressed after induction of RyhB. In contrast, the *sodB*_430_MH-*lacZ* construct, carrying a mutated Hfq binding site, was substantially resistant to RyhB-induced degradation (Figure 4B). We observed the same pattern when comparing the *sdhC* fusion construct (Figure S5). While the wild-type *sdhC*_576_*-lacZ* fusion was susceptible to degradation (Figure S5B), the Hfq binding site mutant *sdhC*_576_MH-*lacZ* fusion (Figure S5A) resisted RyhB expression (Figure S5B).

These observations prompted us to monitor the kinetics of RyhB-induced mRNA degradation. Time-courses from Northern blots in Figure 4D show that the *sodB*_430_MH-*lacZ* transcriptional fusion resisted RyhB-induced degradation as compared to *sodB*_430_-*lacZ*. Endogenous *sodB* mRNA remained similarly sensitive to RyhB expression. These data suggest that the Hfq binding site located upstream of the RBS is critical for RyhB-induced degradation of both *sodB* and *sdhC* target mRNAs.

### 2.7. Hfq Binding to sodB and sdhC Target mRNAs Is Not Required for RyhB-Induced Translation Block

The results described above indicate diminished RyhB-induced degradation of both *sodB*_430_MH-*lacZ* and *sdhC*_576_MH-*lacZ* constructs as compared to wild-type controls. One possibility is that mutations in the Hfq binding sites on *sodB*_430_MH*-lacZ* and *sdhC*_576_MH*-lacZ* interfered with RyhB binding. If this were true, then mutating Hfq binding sites on *sodB* and *sdhC* would also inhibit RyhB-mediated translational regulation. To test this assumption, we measured the effect of RyhB on the Beta-galactosidase activity of SodB_430_MH-LacZ and SdhC_258_MH-LacZ constructs. Results shown in Figure 4C demonstrate that RyhB represses the translation of SodB_430_-LacZ (75%) and SodB_430_MH-LacZ (65%). We performed a similar experiment on a translational SdhC_258_MH-LacZ (Figure S5C) construct with similar results (60% repression). Again, RyhB repression remained significant on SdhC_258_MH-LacZ despite the mutated Hfq binding site on the *sdhC* 5′UTR. Thus, even though the mutated Hfq binding site (MH) prevents rapid RyhB-induced mRNA degradation of *sodB* and *sdhC*, it did not interfere with RyhB-induced inhibition of translation initiation. Importantly, to demonstrate that these results were not dependent on the overproduction of RyhB from a heterologous (pBAD) promoter, we performed a similar experiment but with RyhB expressed from the endogenous locus during iron starvation induced by the iron chelator 2,2′-dipyridyl (DIP; Figure S5D,E). In agreement with the results shown above, endogenous levels of RyhB produced during iron starvation efficiently repressed both SodB_430_MH-LacZ and SdhC_258_MH-LacZ translation. These results suggest that abrogating Hfq binding to these target mRNAs does not interfere with RyhB base pairing.

### 2.8. Hfq Must Bind sodB Target mRNA for Optimal RyhB-Promoted Degradation

The mutation Y25D in Hfq allows binding of RyhB but not of its mRNA targets [56]. Our results above prompted us to question whether Hfq Y25D could promote RyhB-induced *sodB* degradation. We determined the level of *sodB*_430_-*lacZ* activity and *sodB* target mRNA in *hfq*Y25D background in the presence and absence of *ryhB* gene. As shown in Figure 5A, the mutated *hfq*Y25D allele correlates with minimal *sodB*_430_-*lacZ* transcriptional repression by RyhB. We also observed some remaining endogenous *sodB* RNA using Northern blot analysis (compare lanes one and three), suggesting a reduced RyhB-induced *sodB* degradation. We noted that RyhB RNA level increased in Y25D background, as shown previously [56].

Moreover, we monitored the effect of RyhB on SodB_430_-LacZ translation fusion in the context of the mutated *hfq*Y25D background. Results in Figure 5B suggest that RyhB expression can significantly block target *sodB* translation by 50% in *hfq*Y25D background. We also observed the presence of a robust *sodB* mRNA band compared to WT (compare lanes one and three), which probably accounts for the higher SodB_430_-LacZ activity compared to WT. This is in agreement with previous results indicating that, in the absence of Hfq, RyhB can still bind *sodB* target mRNA and block its translation without promoting rapid degradation.

We next investigated in vivo RyhB stability in the presence of Hfq Y25D mutant. Because RyhB was previously demonstrated to co-degrade with target mRNAs [20], we reasoned that the absence of Hfq binding target mRNAs (*hfq*Y25D background) might reduce the degradation rate of RyhB. As shown in Figure 5C, the turnover of RyhB sRNA decreases significantly in the presence of Hfq Y25D as compared to the WT background. This indicates that reducing degradation of target mRNAs in a *hfq*Y25D background decreases the turnover of RyhB.

### 2.9. Effect of Hfq Deletion on the Targetome of RybB and DsrA sRNAs In Vivo

To test the role of Hfq on additional sRNA:target pairs, we monitored the effect of a null *hfq* mutant on RybB and DsrA sRNAs and their ability to interact with specific target mRNAs. These sRNAs were MS2-tagged and expressed in vivo for 10 min followed by MS2-sRNA pull-down as previously performed [51,57]. We then used Northern blot analysis to detect specific target mRNAs that co-purify with the MS2-tagged sRNA. Results demonstrate that MS2-RybB and MS2-DsrA constructs co-purify with endogenous cognate targets even in the absence of cellular Hfq (Figure 6A,D, compare lanes 2 and 4). The pattern of enrichment was comparable to MS2-RyhB (Figure 1A). The mRNA levels in the input are presented in Figure S1C,D.

This approach allowed us to investigate the interactions of both MS2-tagged RybB and DsrA constructs with other known targets by using RNAseq. Again, we proceeded to pull-down MS2-RybB and MS2-DsrA followed by RNAseq profiling of co-purified RNAs. 

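For DsrA, RNA was sequenced from *E. coli* MG1655 *lacX74* cells deleted for *hfq* and *dsrA* that expressed either MS2-DsrA (2 libraries) or untagged DsrA as a control (2 libraries). MS2-DsrA is the sRNA fused to an RNA aptamer bound by the MS2 coat protein. The coat protein, fused to maltose binding protein and held on amylose resin, serves to retain the tagged sRNA with the RNAs bound to it, and the untagged control shows which RNAs stay on the column without the tag. Cultures of 100 mL were induced with 0.1% arabinose for 10 min at an OD600nm of 0.5. The column wash was 5 mL in the paper's methods and 8 mL in the submitters' labels. The authors deposited 1 table for each repeat, with the FPKM of genomic regions in the MS2-DsrA and the DsrA library and the ratio of both. No FPKM of 0 is listed, so regions without reads in a library of the repeat appear to be left out. Counts of enriched regions would then miss RNAs found only with MS2-DsrA. A region is a gene or the stretch between 2 neighbouring genes. The tables hold 7844 and 7824 regions, of which 7625 are in both, and each table was normalized separately, so a mean over the repeats joins values from different tables. Depth was not given with the values, but FPKM multiplied by length fell on whole numbers of reads in all 4 libraries for 99.3% of the 7139 regions whose length is known, within 0.05 reads. By this count the MS2-DsrA libraries hold 225693 and 313497 reads outside rRNA and the DsrA libraries 355182 and 362636. Both libraries of repeat 1 had been divided by the same read total, so its ratios of FPKM are plain ratios of reads. The libraries of repeat 2 had totals of their own, so the ratios of the repeats are not scaled alike. Of the regions, 28.6% and 25.8% rest on 5 or fewer reads in the MS2-DsrA libraries, against 10.0% and 19.4% in the DsrA libraries. Regions of rRNA take 71.5% and 65.8% of the summed FPKM with MS2-DsrA and 63.6% and 65.9% with DsrA. In 36 regions of repeat 1 and 97 of repeat 2 the FPKM formula had divided by a length of 1 base, which inflates the FPKM of a region with few reads. The test was limma on log2(FPKM + 1) over the 4126 regions with a mean FPKM of at least 5, with Benjamini-Hochberg adjustment, and its fold changes understate those of regions with low FPKM. The median region was lower with MS2-DsrA, at a log2 ratio of -0.81 in repeat 1 and -0.54 in repeat 2, so fold changes are also given relative to the median region.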

Results obtained with MS2-RybB (Figure 6B) and MS2-DsrA (Figure 6E) suggest efficient co-purification of target mRNAs in the *hfq* mutant background. 

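By the smaller of the 2 repeats' ratios, the RNAs most enriched with MS2-DsrA over the untagged control came from the *rpoS* locus and from *sgrS*. The gene *nlpD*, which lies upstream of *rpoS*, was at 103.5 ± 8.66 FPKM with MS2-DsrA and 9.19 ± 0.342 with DsrA (SD, n = 2 each), a ratio of 11.3. The sRNA gene *sgrS*, induced by glucose-phosphate stress, had ratios of 13.0 in repeat 1 and 4.16 in repeat 2. The small protein gene *sgrT*, encoded within *sgrS* and sharing its reads, had ratios of 16.6 and 4.10. Of the 4126 regions tested, 54 had a ratio of mean FPKM of at least 2, and 14 had a ratio of at least 2 in each repeat. Of these 14 regions, 5 had at least 20 reads in each MS2-DsrA library: *nlpD*, the stretch between *nlpD* and *rpoS*, *rpoS*, *sgrS* and *sgrT*. Another 8 of the 14 had at most 10 reads in each MS2-DsrA library. Of the 54 regions, 36 had been divided by a length of 1 base. In the other direction, *flu*, the gene of a phase-variable adhesin, was at 2.02 ± 0.774 FPKM with MS2-DsrA and 44.95 ± 0.00333 with DsrA (SD, n = 2 each).

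With 2 libraries in each group, limma on log2(FPKM + 1) called 0 regions higher and 0 lower at an adjusted p of 0.05, with a lowest adjusted p of 0.295. At an unadjusted p of 0.05, 9 regions were higher and 538 lower. Limma's voom on the recovered reads with TMM-scaled library sizes, chosen after the data were seen, called 7 regions higher and 3 lower among 4614 with a mean of at least 10 reads, and 118 and 106 at an unadjusted p of 0.05. The 7 were *nlpD*, the stretch between *nlpD* and *rpoS*, *rpoS*, *hns*, *sgrS*, *sgrT* and the stretch between *tufB* and *secE*, which is named because it was called. The 3 lower regions were *flu* and the stretches beside it, isrC_flu and flu_yeeR. Over 12 forms of voom, the stretch between *tufB* and *secE* was called in 3, isrC_flu in 5, flu_yeeR in 2, *sgrS* and *sgrT* in 8, *rpoS*, *hns* and *flu* in 11, and *nlpD* and the stretch between *nlpD* and *rpoS* in 12. The exact test with no dispersion treats the spread between repeats as sampling alone. On the reads it called 67 regions higher and 1986 lower scaled by column sums, and 215 and 278 with column sums outside rRNA. It called 728 and 28 with TMM factors computed on FPKM, which leave out the read depth of each library. The 54 regions at a ratio of mean FPKM of at least 2 became 207 with TMM factors, 169 without DsrA replicate 1 and 109 without DsrA replicate 2.

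**Figure D1:**
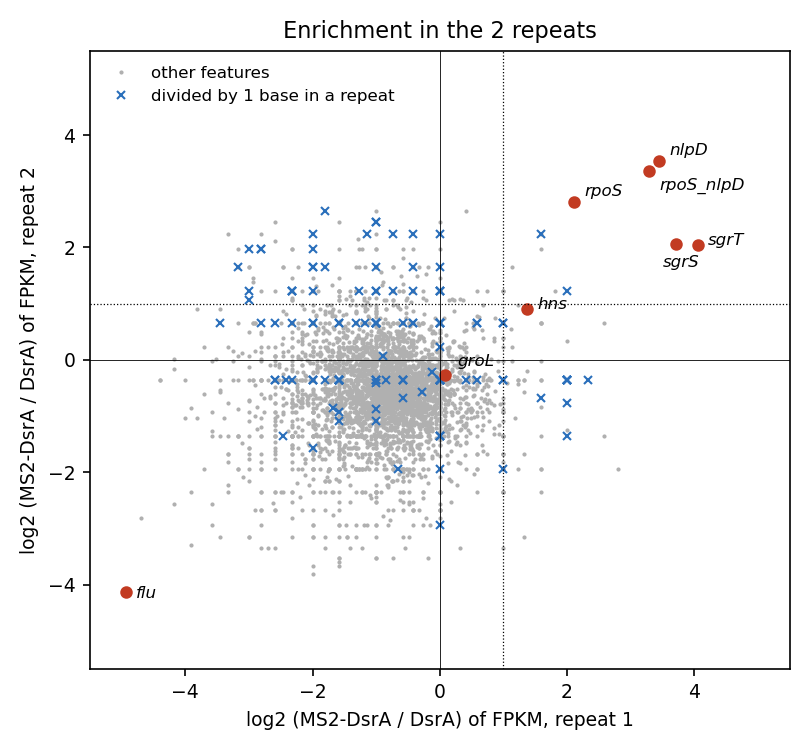
Log2 ratio of FPKM with MS2-DsrA over DsrA in repeat 1 (horizontal) and repeat 2 (vertical) for the 4126 regions with a mean FPKM of at least 5. Crosses mark regions divided by a length of 1 base in a repeat, red points are named genes, and dotted lines mark a ratio of 2. The *rpoS* locus, *sgrS* and *sgrT* lie beyond the dotted lines in both repeats, and *flu* lies far below 0 in both.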

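The *rpoS* mRNA, which encodes the general stress sigma factor, was at 55.2 ± 5.98 FPKM with MS2-DsrA and 10.1 ± 2.29 with untagged DsrA (SD, n = 2 each). Its enrichment was 5.44, with 4.33 in repeat 1 and 6.96 in repeat 2. The *hns* mRNA, which encodes the nucleoid protein H-NS, was at 83.9 ± 17.4 FPKM with MS2-DsrA and 37.6 ± 0.598 with DsrA, an enrichment of 2.23, with 2.59 and 1.88 in the repeats. The gene of the tagged RNA, *dsrA*, had only 1 and 4 reads with MS2-DsrA and 4 and 2 with DsrA, with ratios of 0.25 and 1.57 in the repeats, so the tables do not show whether it was retained. The *groL* mRNA, encoding the GroEL chaperonin, was at 42.8 ± 11.2 and 46.9 ± 19.6 FPKM, a ratio of 0.912. The main promoter of *rpoS* lies within *nlpD*, so the leader of the *rpoS* mRNA runs through the end of *nlpD* and the stretch between both genes. This stretch was at 601.9 ± 46.4 FPKM with MS2-DsrA and 59.9 ± 2.49 with DsrA, a ratio of 10.1, with 9.79 and 10.3 in the repeats. Reads in *nlpD* and in the leader cannot be told apart by gene.

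On the log2(FPKM + 1) scale, the fold change of *rpoS* was 2.34 (standard error 0.36, adjusted p = 0.365 from limma), or 2.96 above the median region. That of *hns* was 1.12 (standard error 0.36, adjusted p = 0.371), or 1.74 above the median region. For *groL* it was -0.09 (standard error 0.47, adjusted p = 0.908), or 0.52 above the median region, and its ratio was 1.51 after TMM scaling. Limma's voom on the reads, chosen after the data were seen, gave *rpoS* a log2 fold change of 3.25 (standard error 0.46, adjusted p = 1.9e-09) from 342 and 560 reads with MS2-DsrA and 79 and 63 with DsrA. It gave *hns* 1.93 (standard error 0.46, adjusted p = 0.0178) and *groL* 0.69 (standard error 0.53, adjusted p = 0.954). Voom pools the spread over regions, so these p-values do not measure how well the repeats of each gene agree.

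**Figure D2:**
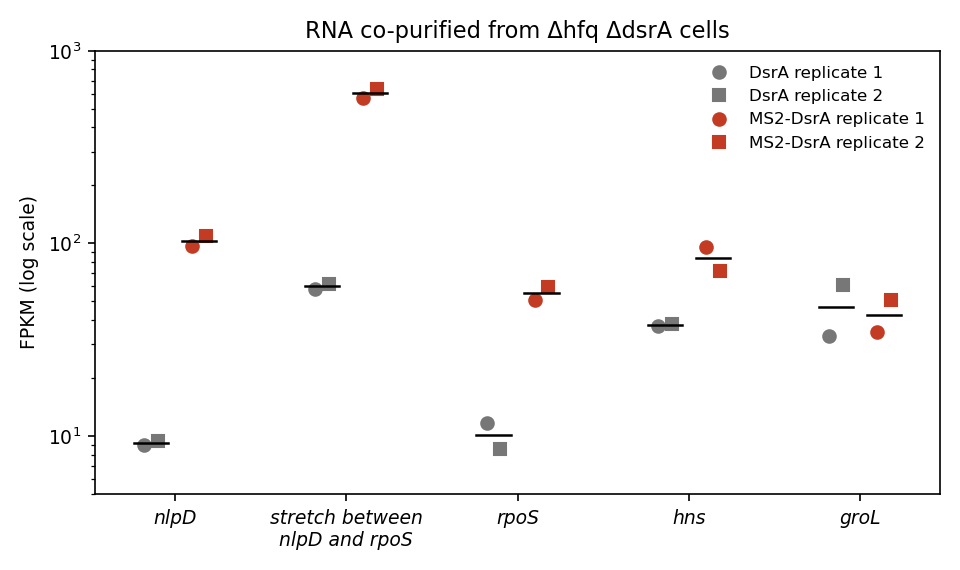
FPKM on a log scale for 5 regions in each of the 4 libraries, grey for DsrA and red for MS2-DsrA, with circles for replicate 1 and squares for replicate 2. Black lines are the means of 2 libraries. Both MS2-DsrA libraries lie above both DsrA libraries for *nlpD*, the stretch between *nlpD* and *rpoS*, *rpoS* and *hns*, and the libraries overlap for *groL*.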

More specifically, previously known targets of RybB (Figure 6C) and DsrA sRNAs (Figure 6F) are described. 

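Among 7 mRNAs described as DsrA targets, listed before the data were examined, *rpoS* and *hns* were the only members with an enrichment above 1. The paper's Figure 6F had already shown both as enriched in these libraries. Results for this list therefore rest in part on genes known from the same data and are not an independent test. The mRNA of *rbsD*, the first gene of the ribose operon, had a ratio of 0.787, which is 0.27 above the median region on the log2 scale. That of *lrp*, the leucine-responsive regulator, had a ratio of 0.713, or 0.19 above the median region. Ratios were 0.449 for *argR*, 0.427 for *ilvI* and 0.460 for *mreB*, all below the minimum FPKM of the test. Of the 4 members tested, 0 passed over all regions and 1 passed as higher when adjusted over the list alone. The median of the 4 lay 1.00 above the median region, at percentile 99.95 of 10000 random lists matched on FPKM. Over all 7 members without the minimum FPKM, an alternative chosen after the data were seen, the median lay 0.24 above the median region, at percentile 88.6. With camera's preset correlation the list was higher (adjusted p = 2.1e-05), and with an estimated correlation this call was lost (adjusted p = 0.802). The estimated correlation was -0.28, and in that mode no list passed. With 2 libraries in each group, the loss therefore does not show that correlation between the genes gave the call.

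Among 9 genes transcribed with DsrA targets, 6 were tested and *nlpD* alone was higher when adjusted over the list alone. Targets of other sRNAs, which DsrA is not described to pair with, were tested as well. The median of 9 RyhB targets was 0.41 above the median region (percentile 99.08), and that of 5 RybB targets was 0.47 above it (percentile 98.91). Without 1 of the repeats these percentiles were 62.8 for RyhB targets, without repeat 1, and 62.8 for RybB targets, without repeat 2. Camera called neither list at the preset correlation (adjusted p = 0.0840 for RyhB targets and 0.583 for RybB targets) or with an estimated correlation (adjusted p = 0.903 and 0.959). No member of either list passed the test, and ratios were 1.21 for *sdhC* and 0.563 for *ompC*. The RybB list holds the tRNA genes *leuZ*, *metZ* and *metW*, and *leuZ* is in the RyhB list too. With MS2-RyhB the paper names the 3′ETS of *leuZ*, whereas the value used here is that of the tRNA gene. Both lists thus hold values of tRNA genes, and their medians do not describe sRNA targets alone. The median of the RybB list is the value of *metW*, from 3 and 5 reads with MS2-DsrA and 7 and 2 with DsrA. Transfer RNAs as a list lay at percentile 100.0 of matched random lists. From its blots and sequencing with MS2-RybB and MS2-DsrA (Figure 6), the paper proposes that both sRNAs still bind many targets in cells without the chaperone.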

Overall, these results suggest that absence of cellular Hfq does not prevent MS2-tagged RybB and DsrA sRNAs from binding with many cognate target mRNAs in vivo. These data are also concordant with our previous results with RyhB.

### 2.10. Effect of Hfq Deletion on rpoS Target mRNA Stabilization by DsrA

Finally, we performed a time-course assay showing the effect of DsrA on the expression of the target mRNA *rpoS* in a Δ*hfq* background. DsrA was shown to increase *rpoS* mRNA stability by binding to *rpoS* 5ʹUTR and allowing translation to start [58]. We induced DsrA sRNA from a pBAD plasmid and monitored the level of the positive target mRNA *rpoS*. As shown in Figure 7, the *rpoS* mRNA level increases at a similar rate whether Hfq is present (WT) or not (Δ*hfq*). This similar kinetic of *rpoS* increase supports the idea that the absence of Hfq did not alter the in vivo binding of DsrA sRNA on target mRNA *rpoS*.

## 3. Discussion

### 3.1. Hfq Is Not Essential for RyhB, RybB, and DsrA sRNAs Complex Formation with Certain Target mRNAs

Multiple roles have been attributed to the Hfq chaperone protein. Particularly, Hfq is depicted as a key element facilitating the short and imperfect pairing between sRNAs and their cognate target mRNAs [7,8,9]. However, this model was developed primarily based on results from in vitro experiments. Contrary to this, we provide evidence from multiple approaches that cellular Hfq is probably dispensable for RyhB, RybB, and DsrA sRNAs binding to many of their target mRNAs in vivo. Using RyhB and its targets *sodB* and *sdhC* mRNAs as examples, we showed that the absence of cellular Hfq did not impair rapid (≤10 min) sRNA:mRNA complex formation (Figure 1 and Figure 2) or sRNA-mediated translational regulation of targets (Figure 3). Instead, loss of Hfq binding on target mRNAs (Figure 4D and Figure 5A) reduced RyhB-dependent mRNA degradation. Looking more broadly at other well-characterized sRNAs, i.e., RybB and DsrA, we showed that Hfq was not required for efficient interaction with some target mRNAs in vivo (Figure 6 and Figure S1). Moreover, Figure 7 shows that DsrA sRNA binds and stabilizes *rpoS* target just as rapidly in the absence or presence of Hfq. Thus, Hfq did not seem to speed up the process of DsrA:*rpoS* pairing. Finally, using the recently developed super-resolution imaging method [52], which allowed us to image and quantify sRNA:mRNA complex formation, we confirmed that endogenously-expressed RyhB (induced by iron starvation) and target mRNA *sodB* could form a complex in the presence or absence of Hfq in vivo (Figure 2). Remarkably, the RyhB:*sodB* complex has only a slightly lower *K*_D_ (higher affinity) in the Δ*hfq* background compared to wild-type, roughly consistent with the results from our MS2 pull-down assays.

Previous work had already suggested that Hfq might not be as crucial for sRNA:mRNA complex formation as the prevailing model postulates. In 2015, Fei et al. demonstrated by super-resolution microscopy that the absence of cellular Hfq only marginally decreased SgrS sRNA binding to *ptsG* mRNA and that decreased sRNA stability mostly accounted for reduced sRNA:mRNA complex formation [52]. This is consistent with Hfq being involved in the stabilization of many sRNAs in vivo [20,22,23]. Moreover, we previously showed that MS2-tagged *sdhC* mRNA could efficiently co-purify with Spot42 in a Δ*hfq* background [34]. Earlier observation also indicated that RyhB sRNA could efficiently repress translation of a SodB_430_-LacZ reporter in a Δ*hfq* background [50]. We also had similar results for the regulation of *hdeD* mRNA by CyaR in the absence of Hfq [39]. At least two other groups have demonstrated that the sRNA DsrA can activate *rpoS* independently of Hfq [59,60]. Importantly, we demonstrated in this study that endogenously-expressed RyhB can base pair with and regulate target mRNAs in the absence of Hfq or when Hfq binding sites on the target were mutated.

### 3.2. Hfq Binding Sites Are Not Required for sRNA:mRNA Complex Formation

Recently, it was proposed to classify sRNAs according to the face of the Hfq hexamer to which they bind [56]. Three distinct RNA binding faces have been characterized: a proximal face, a rim, and a distal face. RyhB, RybB, and DsrA have been categorized as class I sRNAs, binding Hfq proximal face and rim. In the case of class I sRNAs, the unoccupied distal face will interact with ARN motifs displayed by the target mRNA. Both *sodB* and *sdhC* mRNAs are regulated through Hfq binding to an AU-rich sequence located within their 5′ UTRs. Several ARN motifs are present on both *sodB* and *sdhC* mRNAs, suggesting that the Hfq distal face could efficiently recognize these target mRNAs and form RyhB:mRNA:Hfq ternary complexes. Such ternary complexes have been suggested to enable base-pairing, mRNA regulation, and degradation [56].

We used RyhB sRNA with both *sodB* and *sdhC* mRNAs as models to test the requirement for Hfq:sRNA:mRNA ternary complex formation on sRNA-mediated target regulation. We had already identified an Hfq binding site close to the translation initiation region of the *sdhC* mRNA involved in translational regulation [34]. In vitro work by another group suggested that Hfq binding to *sodB* mRNA remodeled secondary structures to facilitate RyhB:*sodB* mRNA pairing [19]. This last report was consistent with previous in vitro work demonstrating the rapid formation of sRNA:mRNA complexes in the presence of Hfq [22,23]. However, our in vivo results indicate that mutation of the Hfq binding sites (MH) on *sodB* and *sdhC* mRNAs did not significantly reduce the ability to base-pair efficiently with RyhB. Indeed, we could detect RyhB repression of translation on SodB_130_MH-LacZ and SdhC_258_MH-LacZ constructs (Figure 4C and Figure S5). Altogether, these results suggest that even though Hfq promotes RyhB sRNA:mRNA pairing in vitro, this is not an essential in vivo function for *sodB* and *sdhC* target mRNAs. Moreover, the absence of Hfq or mutation of Hfq binding site on *hdeD* target mRNA does not prevent the sRNA CyaR (Class II, [56]) binding and *hdeD* translational block [42]. SgrS, which is an intermediate sRNA between Class I and Class II [56], also binds in vivo to previously known targets such as *ptsG* in the absence of Hfq (Figure S1B). Thus, our results suggesting that Hfq is not essential for RyhB, RybB, and DsrA sRNA:mRNA pairing is not only restricted to Class I sRNAs.

### 3.3. Hfq Binding to Target mRNA Is Crucial to Induce Rapid sRNA-Dependent Degradation

Remarkably, our work confirms a function for Hfq binding to target mRNAs to promote sRNA-induced mRNA degradation. Our data stressed the importance of Hfq binding to target mRNA (*sodB*_130_MH, *sdh*_576_MH, or Hfq Y25D) for sRNA-induced mRNA degradation. Even though we observed reduced degradation of the target mRNA under conditions of reduced Hfq binding, the sRNA remained able to block translation. These data strongly support the idea that RNase E activity requires Hfq binding to both the sRNA and the target mRNA for sRNA:mRNA pairing to induce target mRNA degradation. This could help stabilize a quaternary sRNA:mRNA:Hfq:RNase E complex. Similar to CLASH [61] and RIL-seq [62] data, Hör and Vogel observed that even if two different bait proteins were used (RNase E and Hfq, respectively), the number of sRNA:mRNA chimera is comparable, suggesting that both RNA binding proteins act together [63]. Perhaps Hfq binding to both RNAs in the complex promotes a stronger or longer-lasting interaction with RNase E, promoting rapid target degradation. This is reminiscent of our data on the sRNA CyaR, which induces degradation of *hdeD* target mRNA. CyaR requires an Hfq binding motif on *hdeD* to induce degradation but not to block translation [42]. The requirement for Hfq binding to the target mRNA could create a quality control step by conferring an additional level of specificity for RNase E cleavage. In addition to a base-pairing interaction, the interaction of Hfq with both RNAs in the complex could be required to activate RNase E. Such a “double-check” mechanism might prevent degradation of mRNAs that spuriously base pair with non-cognate sRNAs.

## 4. Conclusions

Despite the short and imperfect base-pairing between an sRNA and its target mRNAs, Hfq is not always required in vivo for assisting pairing between these two molecules. Because the absence of Hfq decreases the stability of a large group of sRNAs, it was often interpreted that Hfq promotes sRNA regulation by favoring base pairing in vivo. We propose that reduced sRNA stability largely accounts for the absence of effect on cognate target mRNAs in *hfq* mutants. Although Hfq is not necessary for sRNA-mediated translational inhibition, Hfq is crucial to induce rapid RNase E-dependent mRNA decay. We postulate that Hfq enables the formation of a quaternary ribonucleoprotein complex through the direct interaction with all partners (sRNA, target mRNA, and RNase E). Further characterization of this mechanism will be key to fully understand the precise role of Hfq in promoting the degradation of target mRNAs.

## 5. Materials and Methods

### 5.1. Growth Conditions

All experiments used derivatives of *E. coli* K12 substrain MG1655 *lacX74* [40]. Strains used in this study are listed in Table S1.

Cells were grown at 37 °C in a rich medium (Lysogeny broth, LB) with agitation (220 rpm). sRNAs or MS2-sRNAs expression was induced by adding 0.1% arabinose (strains carrying pBAD-*sRNA*, pBAD-MS2-*sRNA*, pGD3-*ryhB* or the control vectors pNM12 and pGD3). Endogenous expression of the *ryhB* gene was induced by the addition of 250 µM 2,2′-dipyridyl (DIP; wild-type strains) at indicated OD_600nm_. Ampicillin (pBAD, pFRΔ, or pRS1551 derivates) and chloramphenicol (pGD3 derivates) were used at a final concentration of 50 µg/mL and 30 µg/mL, respectively. Strains constructed by P1 transduction were selected for the appropriate antibiotic-resistant marker.

### 5.2. RNA Extraction and Northern Blot Analysis

Overnight cultures were diluted 1000-fold in 50 mL of fresh LB medium and grown at 37 °C. 0.1% arabinose or 250 µM 2,2′-dipyridyl (DIP) was added when indicated. Total RNA was extracted according to the hot phenol protocol [64]. Northern blots were performed as previously described [34,50]. In brief, 5–10 µg of total RNA was loaded on a polyacrylamide gel (5%–10% acrylamide 29:1, 8 M urea) or 20 µg on an agarose gel (1%, MOPS 1x). Then, RNA was electro-transferred to a Hybond-XL membrane (Cytiva Life Sciences^TM^ Amersham^TM^, Malborough, MA, USA) for a polyacrylamide gel or transferred by capillarity on a Biodyne B membrane (Pall corporation, Port Washington, NY, USA) for an agarose gel. Crosslinking was performed by UV (1200 J, Stratagene UV Stratalinker 1800 Crosslinker, La Jolla, CA, USA). Radiolabeled DNA probes and RNA probes used in this study are described in Supplementary Table S2. Membranes were then exposed to phosphor storage screens and analyzed using a Typhoon Trio (GE Healthcare) instrument. Quantification was performed using the Image studio lite software (LI-COR, version 5.2). Results reported here correspond to data from at least two independent experiments.

### 5.3. Proteins Extraction and Western Blot Analysis

Protein extraction was performed using the following protocol. Cold TCA solution was added to cells (5% final concentration), and the mixture was placed on ice for 10 min. After precipitation (15,000 g, 10 min), the protein precipitate was washed with 80% acetone (twice). Western blot analysis was performed as previously reported [34]. Proteins were resuspended in protein-loading gel electrophoresis buffer, followed by separation on SDS-PAGE gel and transfer to nitrocellulose membrane (Cytiva Life Sciences^TM^ Amersham^TM^ Protran^TM^ NC, Malborough, MA, USA). The monoclonal ANTI-FLAG^®^ M2 antibody produced in mouse (Millipore Sigma, Burlington, MA, USA) was used at a dilution of 1:1000. The IRDye 800CW-conjugated goat anti-rabbit secondary antibody (Li-Cor Biosciences, Lincoln, NE, USA) was used at a dilution of 1:15,000. Western blots were revealed on an Odyssey infrared imaging system (Li-Cor Biosiences, Lincoln, NE, USA), and quantification was performed using the Odyssey (Li-Cor Biosciences, version 3.0 software). The results reported represent data of at least two independent experiments.

### 5.4. β-Galactosidase Assays

Kinetics assays for β-galactosidase activity were performed as described previously using a SpectraMax 250 microtitre plate reader (Molecular Devices, Sunnyvale, CA, USA) [26]. Briefly, overnight bacterial cultures incubated at 37 °C were diluted 1000-fold in 50 mL of fresh LB medium and grown with agitation (220 rpm) at 37 °C. When required, expression of respective sRNAs was induced by the addition of 0.1% arabinose at an OD_600nm_ of 0.1 or 250 µM DIP. Specific β-galactosidase activities were calculated using the formula Vmax/OD_600nm_ when cells reached an OD_600nm_ between 0.5 and 0.8 (exponential phase of growth). Data represent the mean of three independent experiments (± standard deviation, SD). See Supplementary Materials and Methods for details on the construction of *lacZ* fusions.

### 5.5. MS2-Affinity Purification

We performed MS2-affinity purification as described previously [39,51]. The bacterial strains were grown to an OD_600nm_ of 0.5 (100 mL), at which point 0.1% arabinose was added to induce the expression of MS2-RNA/control RNA during 10 min. Cells were chilled for 10 min on ice. At this point, RNA was extracted following the hot-phenol protocol from 600 μL of culture (input). The remaining cells were then centrifuged, resuspended in 1mL of buffer A (20 mM Tris-HCl at pH 8.0, 150 mM KCl, 1 mM MgCl2, 1 mM DTT), and centrifuged again. Cells were resuspended in 2 mL of buffer A and lysed using a French Press (430 psi, three times) (Thermo Electron corporation, Needham Heights, MA, USA). The lysate was then cleared by centrifugation (17,000× *g*, 30 min, 4 °C). At this step, 20 μL of the soluble fraction was mixed with 20 μL of protein sample buffer (input). The remaining soluble fraction was subjected to affinity chromatography (all steps performed at 4 °C). The column was prepared by adding 75 μL of amylose resin (New England Biolabs, Ipswich, MA, USA) to Bio-Spin disposable chromatography columns (Bio-Rad, Mississauga, ON, Canada). The column was washed with 3 mL of buffer A. Next, 100 pmol of MS2-MBP protein was immobilized on the amylose resin, and the column was washed with 2 mL of buffer A. The cleared lysate was then loaded onto the column, which was washed with 5 mL of buffer A. RNA and proteins (output) were eluted from the column with 1 mL of buffer A containing 15 mM maltose.

Eluted RNA was extracted with phenol-chloroform, followed by ethanol (3 vol) precipitation of the aqueous phase in the presence of 20 mg of glycogen. For protein isolation, the organic phase was subjected to acetone precipitation. RNA samples were then analyzed by Northern blot and protein samples by Western blot. The reported results correspond to data from two independent experiments.

### 5.6. MS2-Affinity Purification Coupled with RNA Sequencing

We performed MAPS using MS2-RyhB, MS2-RybB, or MS2-DsrA constructs in Δ*sRNA* Δ*hfq* backgrounds (*n* = 2). As described above, cells were harvested in the exponential phase of growth (OD_600nm_ = 0.5; 100 mL). After MS2 affinity purification, samples were treated with TURBO DNase (Ambion, ThermoFisher Scientific, Waltham, MA, USA). cDNA libraries were prepared with ScriptSeq v2 RNAseq Library Preparation Kit (Illumina, San Diego, CA, USA). Samples are then sequenced on a MiSeq Sequencing System (Illumina, San Diego, CA, USA). We used Galaxy Project [65] and UCSC Microbial GenomeBrowser [66] to analyze and visualize data (see Lalaouna et al. 2017 for more details [39]). Abundances were reported in Fragments Per Kilobase of transcript per Million mapped reads (FPKM) [67]. Analyses were performed using the R environment for statistical computing (Version 3.6.1). We verified the correlation of FPKM between MS2-tagged samples produced with the same sRNA. 

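Over the 4126 regions with a mean FPKM of at least 5, log2(FPKM + 1) of the MS2-DsrA libraries of repeats 1 and 2 correlated with a Pearson r of 0.850 and a Spearman rho of 0.761. The DsrA libraries of both repeats correlated with r = 0.877. The MS2-DsrA and DsrA libraries of the same repeat were closer to each other, with r = 0.917 in repeat 1 and 0.933 in repeat 2. The enrichment itself, as the log2 ratio of MS2-DsrA over DsrA, correlated between the repeats with r = 0.04 and rho = -0.01. Among the 796 regions outside rRNA with a mean of at least 50 reads, r was 0.981 between the MS2-DsrA libraries and 0.284 between the log2 ratios, with a rho of -0.04 for the ratios. These correlations are across regions, which are not independent replicates.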

We calculated *p*-values for each gene with each separate sRNA using the exactTest function with no dispersion from the edgeR package [68], indicating the significance of the difference between the means of two negative binomial distributions [69]. We then corrected for multiple testing using the p.adjust function with the Benjamini–Hochberg False Discovery Rate adjustment method [70]. We averaged the FPKM of the tagged and untagged samples to calculate an average enrichment for every genomic region. Volcano plots were generated for each sRNA using the log2 of the enrichment and the −log10 of the associated q-value.

### 5.7. Super-Resolution Imaging

Two probes for fluorescence in situ hybridization (FISH) were designed to target RyhB sRNA. 5′ ends of these probes were amine-modified and were labeled with Alexa 647 dyes (Figure 2A). Similarly, 14 probes labeled with Alexa 568 dyes were targeting the *lacZ* region of the *sodB_130_*-*lacZ* mRNA or the *ptsG* mRNA in the negative controls for colocalization analysis.

The hybridization protocol was described previously [52]. Briefly, overnight cell cultures were diluted by around 1:200 and incubated in MOPS-rich media at 37 °C in a shaker. When OD_600nm_ reached about 0.3, 2.2′-dipyridyl was added to a final concentration of 250 µM. After 4 min for wild-type or 30 min for Δ*hfq* cells, cells were fixed by 4% formaldehyde for 30 min, washed, and permeabilized by 70% ethanol. 60 µL of these permeabilized cells were washed with FISH wash solution (10% formamide in 2X SSC) and resuspended in 15 µL of hybridization buffer (10% dextran sulfate, 10% formamide in 2X SSC) containing the specific probes. The next day, cells were washed three times with FISH wash solution with 30 min intervals. Then, cells were postfixed with 4% formaldehyde and put on 8-well chambered coverglass (Nunc^TM^ Lab-Tek^TM^ 155409) that was coated with 0.1% poly-L-lysine (P8920, Millipore Sigma, Burlington, MA, USA).

Details of this technique were described in previous reports [54,56]. Briefly, we used an inverted optical microscope (Nikon Ti-E with 100X NA 1.49 CFI HP TIRF oil immersion objective) with a red laser (647 nm, 120 mW, Cobolt MLD), a yellow laser (561 nm, 150 mW, Coherent Obis LS) and a violet laser (405 nm, 25 mW, CrystaLaser) fiber coupled to the microscope body. Laser lines were reflected by a dichroic mirror (Chroma zt405/488/561/647/752rpc-UF3) having near-TIRF excitation. The emission signal was collected by the objective, filtered by emission filters (Chroma ET700/75m for the red channel, Chroma ET595/50m for the yellow channel), and imaged on a 1024 × 1024 EMCCD camera (Andor iXon Ultra 888). For 3D imaging, a cylindrical lens with 10 m focal length (CVI RCX-25.4-50.8-5000.0-C-415-700) was inserted in the emission path (Huang et al. 2008). Violet laser power was modulated to keep the number of blinking-on spots above 50% of the number of cells in the field of view. When the number of blinking-on spots reaches less than this, even with the maximum violet laser power, the acquisition was terminated. The power density lasers on the sample were about 2000 W·cm^−2^ for the red laser, 4300 W·cm^−2^ for the green laser, and the maximum power density for the violet laser was about 130 W·cm^−2^. Wild-type *E. coli* cells stained for *ptsG* mRNA labeled with both Alexa 568 and Alexa 647 dyes were mixed with cells of interest, serving as markers for correcting the chromatic shift between Alexa 568 and Alexa 647 channels.

Prior to imaging, 500 µL of imaging buffer (10 mM NaCl, 50 mM Tris and 10% glucose in 4X SSC, pH = 8.0) was mixed with 30 Units of glucose oxidase (G2133-10KU), and 454.5 Units of catalase (219001), (Millipore Sigma, Burlington, MA, USA). This mixture was put on the sample and incubated for 25 min before imaging.

### 5.8. Copy Number Calculation and Colocalization Analysis

A density-based cluster analysis algorithm was used to detect clusters from the raw data [71]. Briefly, a set of points having more than defined of spots (Npt) within a sphere of radius (Eps) starts to form a cluster, and it can expand by the distance cut-off, Eps. Npt = 2 and Eps = 25 nm were empirically determined. The detailed procedures of RNA copy number calculation and colocalization analysis were previously described (Fei et al. 2015). Briefly, super-resolution images of cells containing basal levels of RyhB (without induction by 2.2′-dipyridyl) went through cluster analysis, providing the numbers of localization spots per cluster. Since there are few RNAs per cell in this case, they were assumed not to be overlapping, so these clusters were considered single RNAs. Then the negative binomial distribution of these numbers was created, giving a reference matrix by which the RNA copy number could be calculated from the number of localization spots from a given cluster, in an induced cell where multiple RNAs can well overlap to form a single cluster. Δ*ryhB* cells were stained with RyhB FISH probe to give the nonspecific binding background of FISH signal. This background was used to correct the induced RyhB data for calculating the RNA copy number per cell.

Colocalization percentage between mRNA and sRNA was obtained by calculating the percentage of mRNA clusters within a cut-off distance of sRNA clusters over mRNA clusters away from any sRNA clusters by the distance cut-off. 50 nm was chosen as the distance cut-off, considering the 50 nm axial resolution of our imaging scheme.

## Figures and Tables

**Figure 1:**
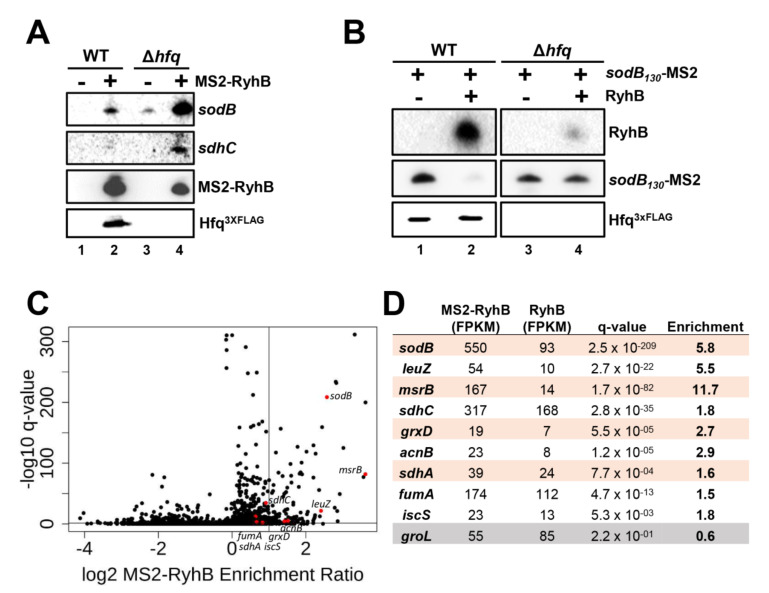
Hfq is not essential for the pairing between RyhB and its target mRNAs. (**A**) Affinity purification of the MS2-RyhB construct with previously known target mRNAs (*sodB* and *sdhC*) in WT and Δ*hfq* strains. Untagged sRNA RyhB was used as a control. The expression of both MS2-RyhB (+) and RyhB (Control; -) transcripts were induced with 0.1% arabinose for 10 min at OD_600nm_ of 0.5 (exponential phase). See also Figure S1A for input. (**B**) Co-purification of RyhB with *sodB*_130_-MS2 construct in a Δ*hfq* background. The *sodB*_130_-MS2 construct was cloned into a pFR∆ plasmid, under the control of *sodB* endogenous promoter. Expression of RyhB was induced with 0.1% arabinose for 10 min at OD_600nm_ of 0.5 (pGD3-*ryhB* (+), empty vector pGD3 was used as control (−)). See also Figure S1E for input. Northern blots were performed with DNA probes specific for respective RNAs, and anti-FLAG antibodies were used for Hfq^3xFLAG^ Western blot analysis. Results are representative of at least two independent experiments. (**C**) Volcano plot of the transcript enrichment ratio from MS2-RyhB/RyhB pull-down followed by RNAseq (MAPS) performed in Δ*hfq* strains (N = 3). The expression of MS2-RyhB and untagged RyhB (Control) was induced with 0.1% arabinose for 10 min at OD_600nm_ of 0.5. Black dots are all transcripts detected through RNAseq. Red dots are previously known target mRNAs of RyhB sRNA. Horizontal line is the q-value at 0.05. Vertical line represents 2x enrichment. (**D**) RNAseq was performed on RNAs co-purified with MS2-RyhB (MAPS) extracted from Δ*hfq* background cells. Reads of previously known RyhB targets (red dots in 1C) were normalized by Fragments Per Kilobase of transcript per Million mapped reads (FPKM) and compared to reads obtained with RyhB (Control). The *groL* mRNA is a non-target control.

**Figure 2:**
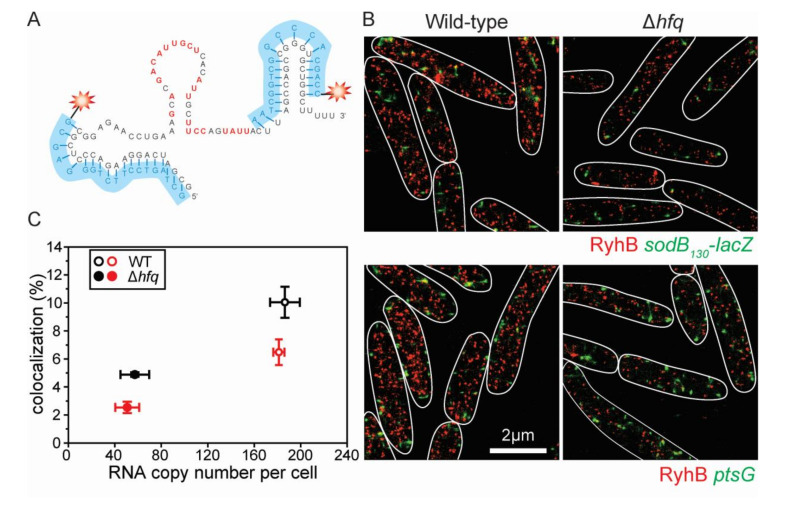
Super-resolution imaging of RyhB-*sodB* complex formation in vivo. (**A**) Two FISH probes labeled with Alexa 647 dyes were used to visualize RyhB sRNA molecules. Sequences with red letters represent characterized *sodB* binding sites on RyhB. (**B**) Four representative super-resolution images are shown here. (Upper panel) WT and Δ*hfq* cells were stained for RyhB (red, Alexa 647 dye) and *sodB_130_*-*lacZ* (green, Alexa 568 dye). (Lower panels) The same cells were stained for RyhB and *ptsG* mRNA (negative control). (**C**) The four cases are plotted for RyhB RNA copy number per cell versus the colocalization percentage between sRNA and mRNA. Red markers (lower colocalization) represent the case for RyhB and *ptsG*, while black markers (higher colocalization) for RyhB and *sodB*_130_-*lacZ*. Error bars represent the standard deviation of three biological replicates, each containing at least 200 cells. We used a total number of 787 WT cells for RyhB and *sodB_130_*, 669 WT cells for RyhB and *ptsG*, 812 Δ*hfq* cells for RyhB and *sodB*_130_, and 751 Δ*hfq* cells for RyhB and *ptsG* were imaged. See also Figure S2.

**Figure 3:**
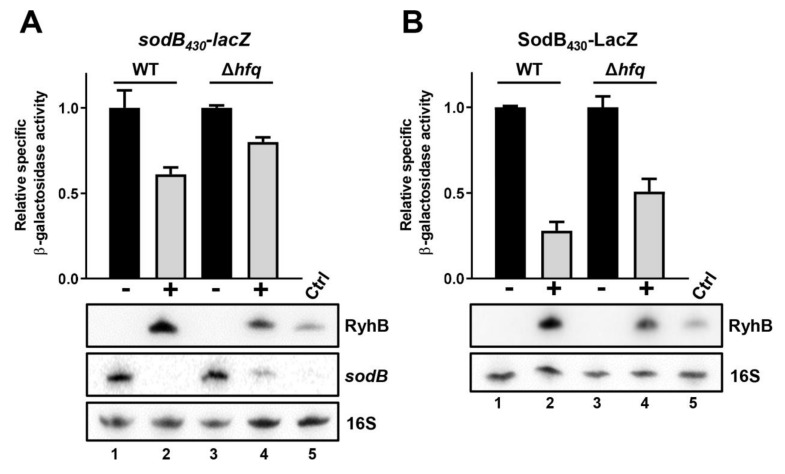
The absence of Hfq affects RyhB-mediated regulation of *sodB* mRNA. β-galactosidase activity of (**A**) *sodB*_430_-*lacZ* transcriptional and (**B**) SodB_430_-LacZ translational fusions in WT and Δ*hfq* backgrounds in presence or absence of RyhB. Strains carry either an empty vector pNM12 (black bars (−)) or a pBAD-*ryhB* (grey bars (+)). The expression of *ryhB* was induced by the addition of 0.1% arabinose when cells reached an OD_600nm_ of 0.1. Samples were taken at an OD_600nm_ of 0.5. Northern blot assays were performed at the same time to monitor the level of RyhB sRNA and *sodB* mRNA. 16S rRNA was used as a loading control. As a control (Ctrl, lane five), we monitored the endogenous expression of RyhB in WT background, which was induced by the addition of 250 µM DIP when cells reached an OD_600nm_ of 0.1. Samples were taken at an OD_600nm_ of 0.5. Data are representative of three independent experiments ± SD.

**Figure 4:**
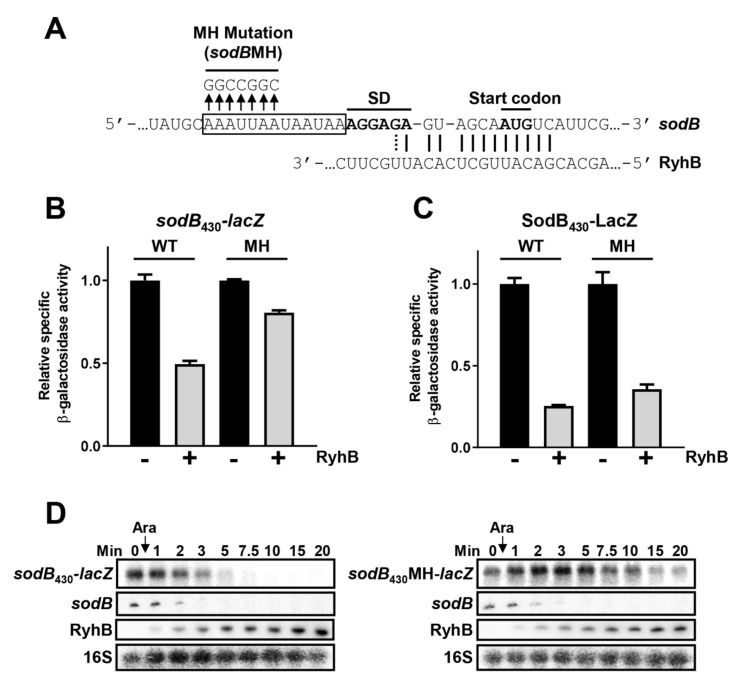
The Hfq binding site on *sodB* mRNA is required for rapid RyhB-induced mRNA decay. (**A**) Description of RyhB sRNA binding to *sodB* mRNA. SD: Shine and Dalgarno sequence. The boxed sequence is wild-type Hfq binding site. Arrows represent the mutated nucleotides present in *sodB*MH constructs. β-galactosidase activity of (**B**) *sodB*_430_-*lacZ* and *sodB*_430_MH-*lacZ* transcriptional and (**C**) β-galactosidase activity of SodB_430_-LacZ and SodB_430_MH-LacZ translational fusions in presence or absence of RyhB (pBAD-*ryhB*, grey or pNM12, black). The expression of *ryhB* was induced by the addition of 0.1% arabinose when cells reached an OD_600nm_ of 0.1. Samples were taken at an OD_600nm_ of 0.5. Data are representative of three independent experiments ± SD. (**D**) Northern blots showing *sodB*_430_*-lacZ* or *sodB*_430_MH*-lacZ* constructs level in a Δ*ryhB* background. Expression of *ryhB* gene from a pBAD promoter was induced with 0.1% arabinose when cells reached an OD_600nm_ of 0.4. At indicated time points, total RNA was extracted. A *lacZ* probe was used to specifically visualize *sodB*_430_-*lacZ* mRNA. The endogenous *sodB* mRNA was used as a positive control of RyhB-induced cleavage. 16S rRNA is shown as a loading control. Results are representative of at least two independent experiments.

**Figure 5:**
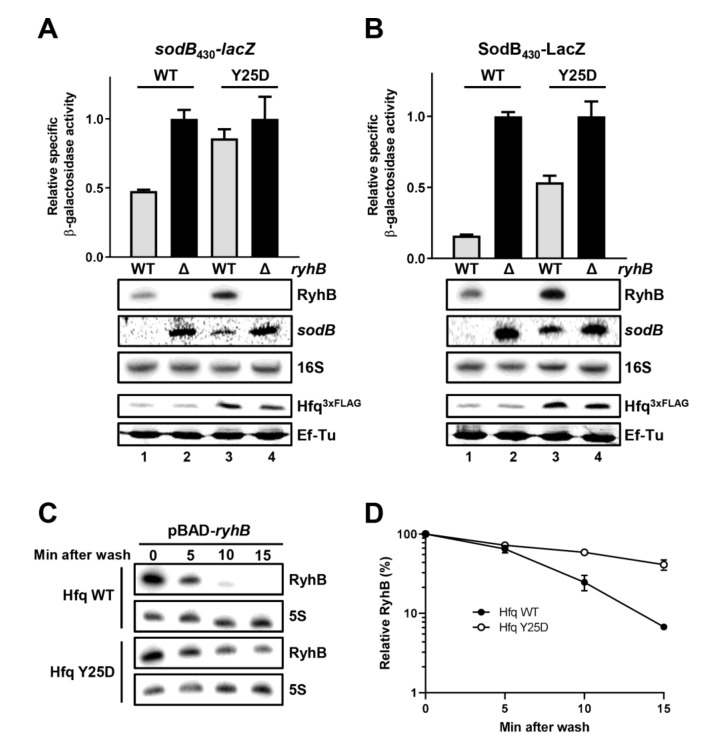
The mutated Hfq Y25D RNA chaperone prevents RyhB-induced cleavage but not translation block of *sodB* mRNA. (**A**) β-galactosidase activity of *sodB*_430_-*lacZ* transcriptional and (**B**) SodB_430_-LacZ transcriptional fusions in WT Hfq or mutated Hfq Y25D backgrounds, in presence (WT, grey) or absence (∆, black) of RyhB. The expression of *ryhB* was induced by addition of 250µM DIP when cells reached an OD_600nm_ of 0.1. Samples were taken at an OD_600nm_ of 0.5. Northern blots (RyhB and *sodB* probes) and Western blots (anti-FLAG antibodies) were performed at the same time to monitor the level of RyhB sRNA, *sodB* mRNA and the level of Hfq^3xflag^ and HfqY25D^3xflag^ protein. 16S rRNA and Ef-Tu were used as loading controls. Data are representative of three independent experiments ± SD. (**C**) RyhB synthesis was monitored in WT and Y25D mutant backgrounds. Cells were grown in LB to an OD_600nm_ of 0.5. RyhB expression from a pBAD plasmid was induced by addition of 0.1% arabinose for 15 min. The culture was then centrifuged to wash out remaining arabinose and the pellet was resuspended in an equal volume of LB with 0.2% glucose to completely suppress RyhB expression. Samples were taken at indicated intervals and total RNA was extracted. 5S rRNA was used as a loading control. Results are representative of at least two independent experiments. (**D**) Quantification of the RyhB RNA level normalized to the 5S rRNA level shown in (**C**). Half-life for RyhB sRNA in WT background is 5.3 min and Hfq Y25D is 7.9 min. Error bars represent the standard deviation of three biological replicates.

**Figure 6:**
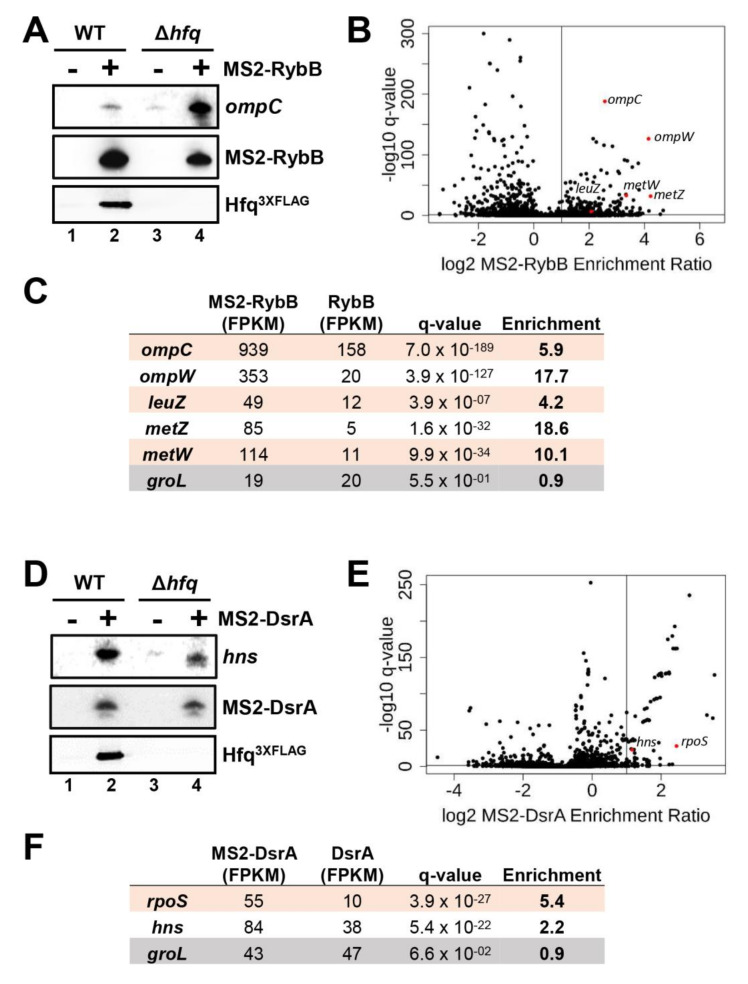
Hfq is not essential for RybB and DsrA sRNAs pairing with target mRNAs in vivo. (**A**) Visualization of the previously known target mRNA *ompC* after co-purification with MS2-RybB construct in WT and Δ*hfq* strains. Untagged sRNA RybB was used as control. The expression of both MS2-sRNA (+) and RybB (Control; -) transcripts were induced with 0.1% arabinose for 10 min at OD_600nm_ of 0.5. Northern blots were performed with DNA probes specific for respective RNAs, and anti-FLAG antibodies were used for Hfq^3xFLAG^ Western blot analysis. Results are representative of two independent experiments. See also Figure S1C. (**B**) Volcano plot of the transcript enrichment ratio from MS2-RybB/RybB affinity purification coupled with RNAseq (MAPS) performed in Δ*hfq* strains (*n* = 2). The expression of MS2-RybB and untagged RybB (Control) was induced with 0.1% arabinose for 10 min at OD_600nm_ of 0.5. Black dots are all transcripts detected through RNAseq. Red dots are previously known target mRNAs of RybB sRNA. The horizontal line is the q-value at 0.05. The vertical line represents 2× enrichment. (**C**) Enrichment of previously known RybB targets was normalized by FPKM and compared to reads obtained with RybB (Control). Similar experiments have been performed with MS2-DsrA construct as bait (**D**–**F**).

**Figure 7:**
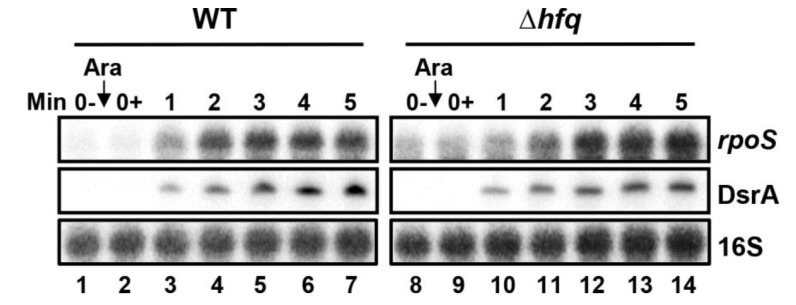
Time-course assays showing the activation of *rpoS* mRNA in the presence of DsrA in both WT and Δ*hfq* backgrounds. DsrA sRNA was induced from pBAD-*dsrA* by the addition of 0.1% arabinose at OD_600nm_ of 0.4. Northern blot assays were performed at different time points to monitor the level of DsrA sRNA and *rpoS* mRNA. 16S rRNA was used as a loading control. Results are representative of at least two independent experiments.

## Data Availability

*GEO* accession number of MAPS data (MS2-RyhB, MS2-DsrA, and MS2-RybB) is GSE113593.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ncrna7040064/s1, Figure S1. Hfq is not essential for the pairing between several sRNAs and their target mRNAs in vivo, Figure S2. The level of *sodB*_130_-*lacZ* construct does not change upon RyhB induction in vivo, Figure S3. The absence of Hfq affects RyhB-mediated regulation of *sdhC* mRNA, Figure S4. The mutation of Hfq binding site on *sodB* mRNA, Figure S5. The Hfq binding site on *sdhC* mRNA is required for rapid RyhB-induced mRNA decay, Table S1. List of all strains and plasmids used in this study, Table S2. List of all oligonucleotides used in this study [20,26,58,72,73,74,75,76,77,78].

# Supplementary material for: Binding of the RNA Chaperone Hfq on Target mRNAs Promotes the Small RNA RyhB-Induced Degradation in Escherichia coli
**Source:** Noncoding RNA. 2021 Sep 28;7(4):64. doi: 10.3390/ncrna7040064
**Supplement:** Supplementary file 1

Binding of the RNA chaperone Hfq on target mRNAs is essential for small RNA-induced degradation, not for sRNA pairing

This PDF file includes Supplementary data:

Figures S1 to S5

Tables S1 and S2

References for SI reference citations

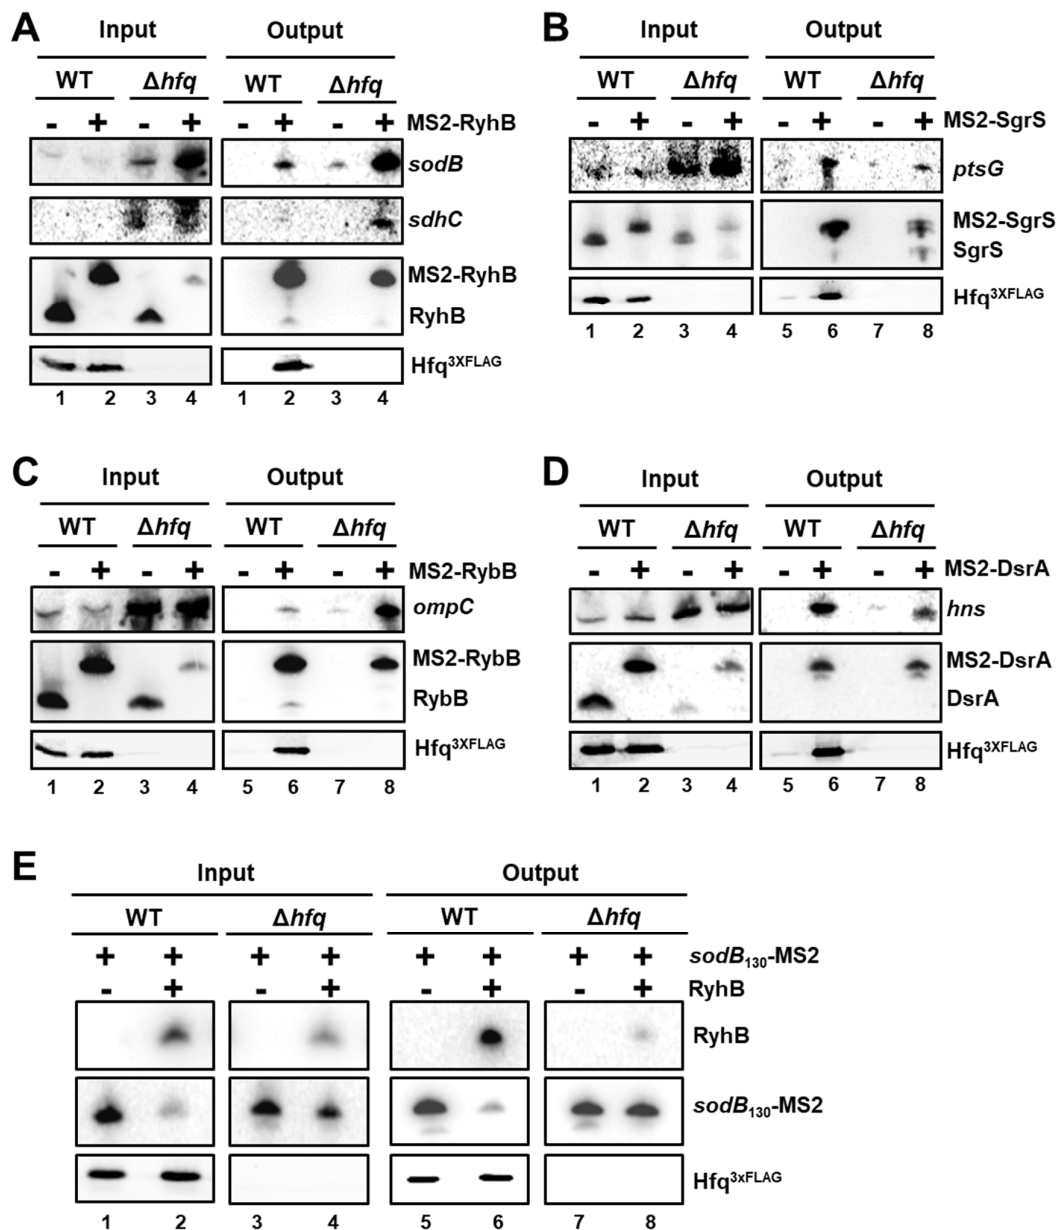

Figure S1. Hfq is not essential for the pairing between several sRNAs and their target mRNAs in vivo. (A) Visualisation of previously known target mRNAs (*sodB* and *sdhC*) after co-purification with MS2-RyhB construct in WT and Δhfq strains. Untagged sRNA RyhB was used as control. The expression of both MS2-sRNA (+) and RyhB (Control; -) transcripts was induced with 0.1% arabinose for 10 min at OD_{600nm} of 0.5 (exponential phase). (B) Same as in (A) but performed with MS2-SgrS construct as bait. Visualisation of a previously known target mRNA (*ptsG*) after co-purification with MS2-SgrS

construct in WT and Δhfq strains. (C) Same as in (A) but performed with MS2-RybB construct as bait. Visualisation of previously known target mRNAs (*ompC*) after co-purification with MS2-RybB construct in WT and Δhfq strains. (D) Same as in (A) but performed with MS2-DsrA construct as bait. Visualisation of a previously known target mRNA (*hns*) after co-purification with MS2-DsrA construct in WT and Δhfq strains. (E) Co-purification of *sodB*₁₃₀-MS2 construct with RyhB sRNA in WT and Δhfq strains. The *sodB*₁₃₀-MS2 construct was cloned into a pFRA plasmid, under the control of *sodB* endogenous promoter. Expression of RyhB was induced at an OD_{600nm} of 0.5 by addition of 0.1% arabinose (pGD3-*ryhB* (RyhB; +)). The empty vector pGD3 was used as control (RyhB; -). Northern blots were performed with DNA probes specific for respective RNAs and anti-FLAG antibodies were used for Hfq^{3xFLAG} Western blot analysis. Results are representative of at least two independent experiments. Related to Figures 1 and 6.

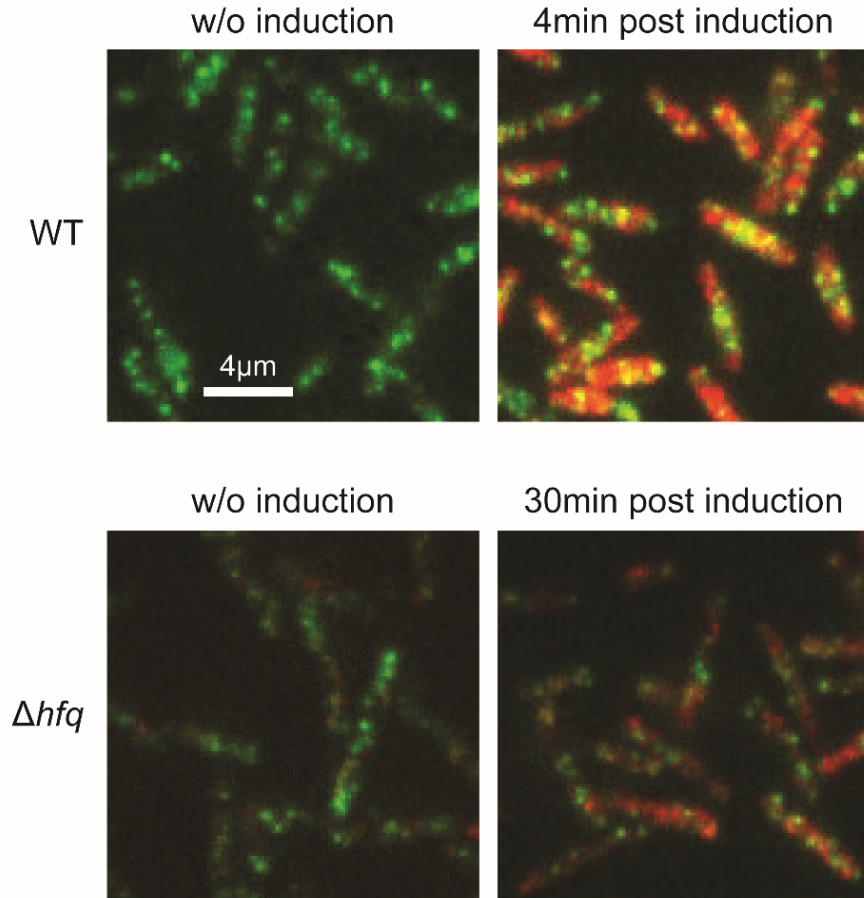

Figure S2. The level of *sodB*₁₃₀-lacZ construct does not change upon RyhB induction in vivo. Four representative super-resolution images are shown here. WT and Δhfq cells were stained for RyhB (red, Alexa 647 dye) and *sodB*₁₃₀-lacZ (green, Alexa 568 dye). (Upper panels) In wild-type cells, RyhB level jumps up after 4 minutes of induction (with 250μM DIP), but *sodB*₁₃₀ level is not affected. (Lower panels) The same trend was observed in Δhfq cells. RyhB was induced for 30 minutes (with 250μM DIP) since RyhB induction was slower for these cells. Related to Figure 2.

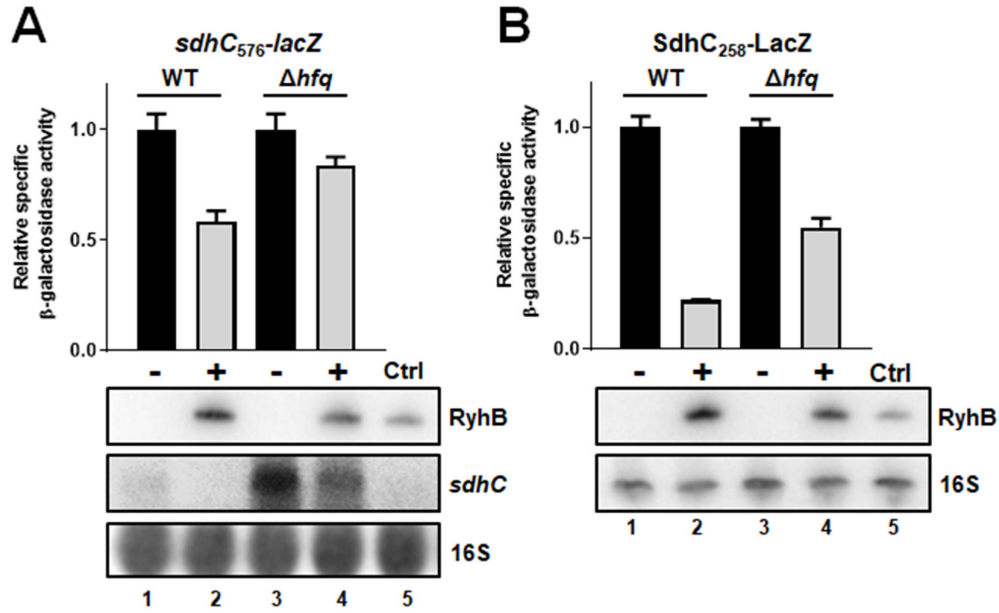

Figure S3. The absence of Hfq affects RyhB-mediated regulation of *sdhC* mRNA. β -galactosidase activity of (A) *sdhC*₅₇₆-*lacZ* transcriptional and (B) *SdhC*₂₅₈-LacZ translational fusions in WT and Δhfq backgrounds in presence or absence of RyhB. Strains carry either an empty vector (pNM12; black) or a pBAD-*ryhB* (grey). The expression of *ryhB* was induced by addition of 0.1% arabinose when cells reached an OD_{600nm} of 0.1. Samples were taken at an OD_{600nm} of 0.5. Northern blot assays were performed at the same time to monitor the level of RyhB sRNA and *sdhC* mRNA. 16S rRNA was used as a loading control. As control (Ctrl, lane 5), we monitored the endogenous expression of RyhB in WT background, which was induced by addition of 250 μ M DIP when cells reached an OD_{600nm} of 0.1. Samples were taken at an OD_{600nm} of 0.5. Data are representative of three independent experiments $\pm$ SD. Related to Figure 3.

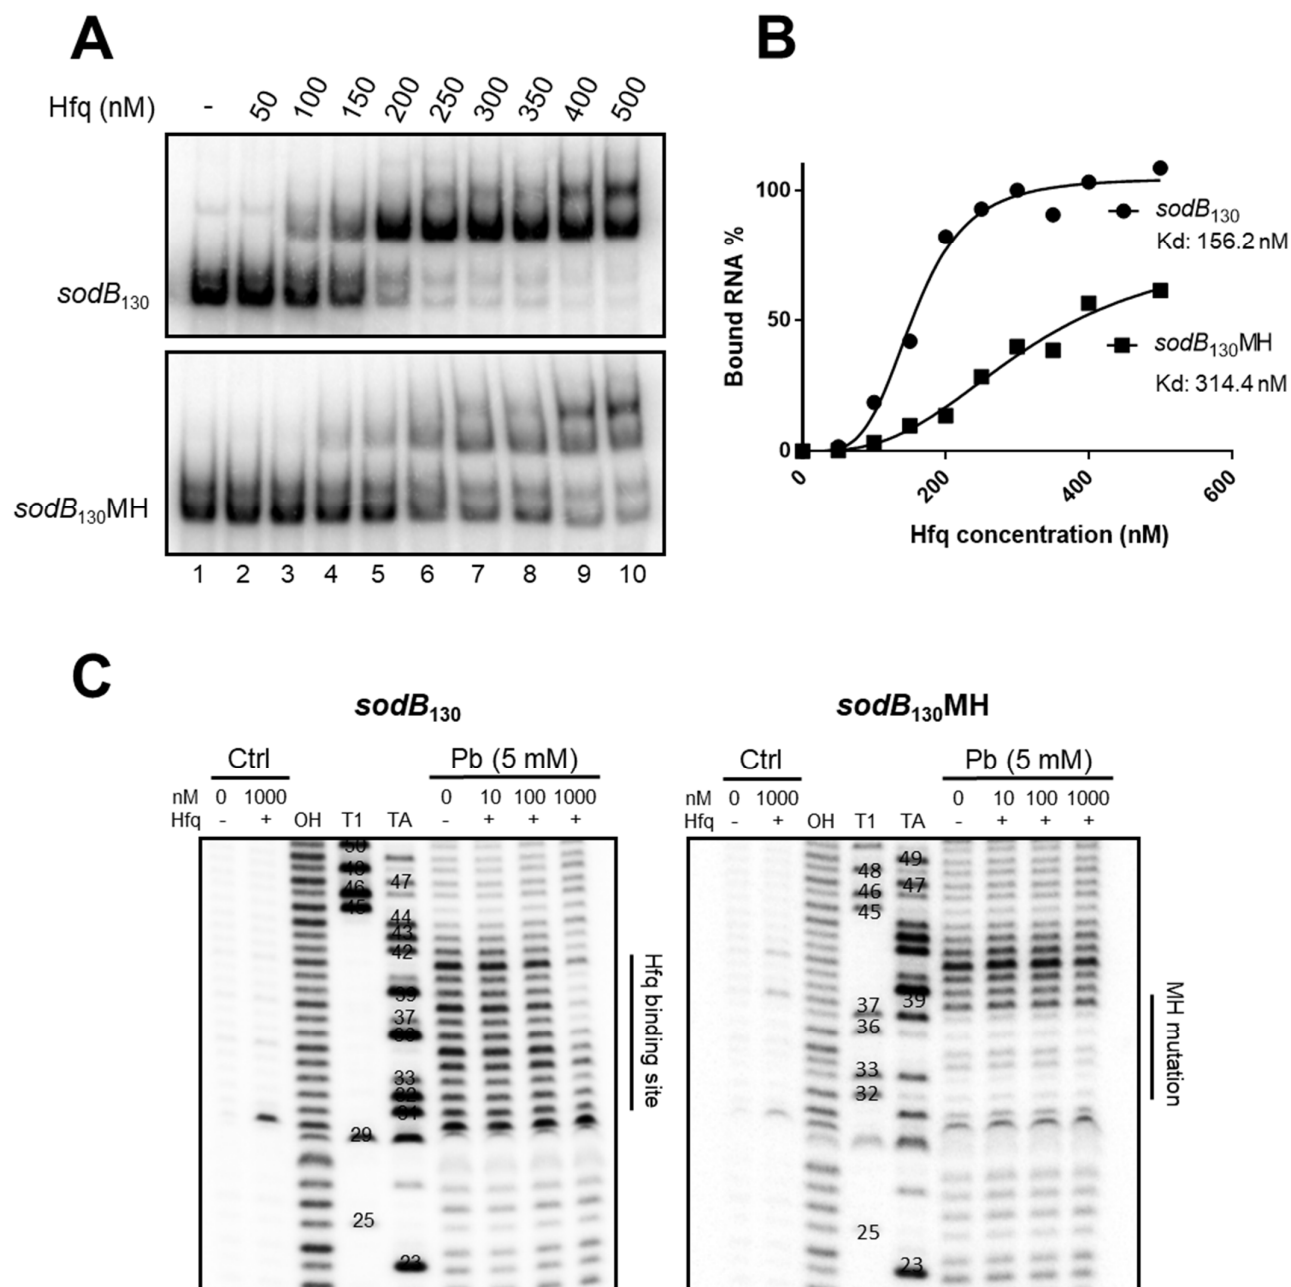

Figure S4. The mutation of Hfq binding site on *sodB* mRNA. (A) Determination of Hfq affinity by electrophoretic mobility shift assay (EMSA). Radiolabelled *sodB*₁₃₀ or *sodB*₁₃₀MH are incubated with increasing concentrations of Hfq hexamer (0 to 500 nM). (B) Determination of the dissociation constant (Kd) from non-linear regression of EMSA presented in Figure S4A indicating one site specific binding with Hill curve. (C) Lead acetate probing of the 5'-end-labeled *sodB*₁₃₀ or *sodB*₁₃₀MH mRNA in the presence of increasing amounts of Hfq (0, 10, 100 and 1000 nM). The *sodB*₁₃₀MH mutation is pictured in Figure 4A. Non-reacted controls were performed in the absence (-) or presence (+) of 1000 nM Hfq. The position of several G and A residues, relative to the transcriptional start, are given. (NR) Non-reacted control; (OH) alkaline ladder; (T1) RNase T1 ladder; (TA) RNase TA ladder; (PbAc) lead acetate. Except for the ladders, all experiments were carried out under native conditions. Related to Figure 4.

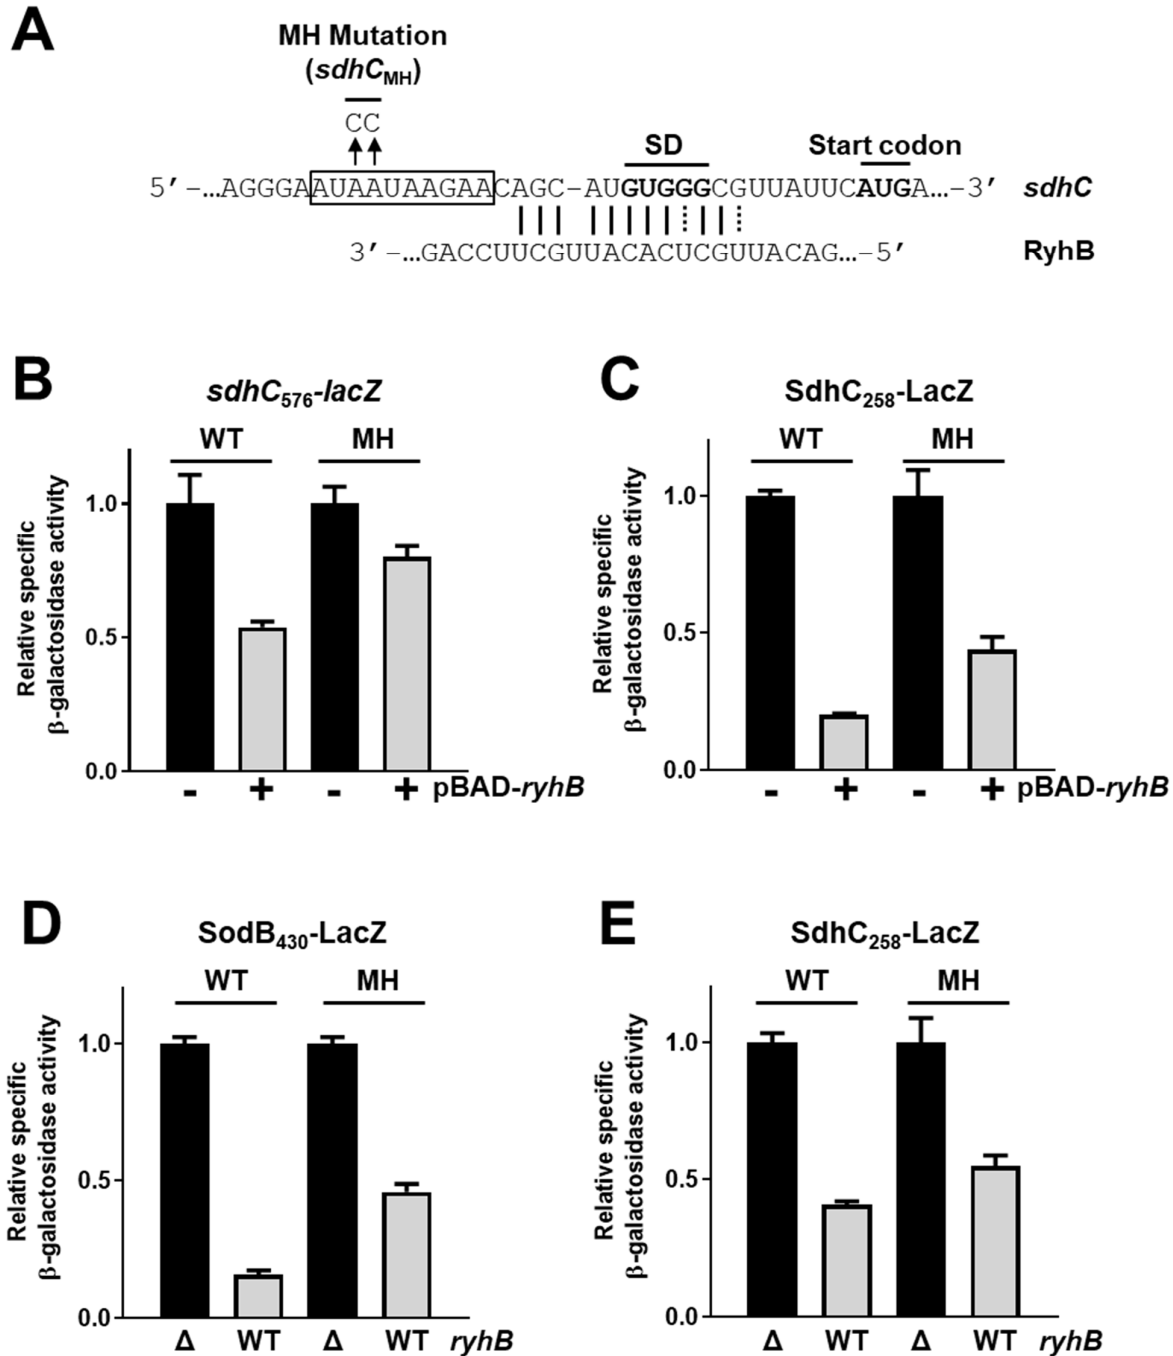

Figure S5. The Hfq binding site on *sdhC* mRNA is required for rapid RyhB-induced mRNA decay. (A) Description of RyhB sRNA binding to *sdhC* mRNA. The mutation MH located in the Hfq binding site is shown with arrows. (B) β -galactosidase activity of *sdhC₅₇₆-lacZ* and *sdhC₅₇₆MH-lacZ* transcriptional fusions in presence or absence of RyhB (pBAD-*ryhB* or pNM12). Cells were grown until an OD_{600nm} of 0.1. Then, expression of *ryhB* was induced by addition of 0.1% arabinose. Samples were taken at an OD_{600nm} of 0.5. (C) β -galactosidase activity of *SdhC₂₅₈-LacZ* and *SdhC₂₅₈MH-LacZ* translational fusions in presence or absence of RyhB (pBAD-*ryhB* or pNM12). Same procedure as in (B). Effect of RyhB sRNA on the translational *SodB₄₃₀-LacZ* and *SodB₄₃₀MH-LacZ* reporter constructs. Cells were grown until an OD_{600nm} of 0.1. Then, endogenous expression of RyhB was induced by 250 μ M DIP. Samples were taken at an OD_{600nm} of 0.5. (E) Effect of RyhB sRNA on the translational *SdhC₂₅₈-LacZ* and *SdhC₂₅₈MH-LacZ* fusions. Same procedure as in (D). Data are represented as mean $\pm$ SD (n=3). Related to Figure 4.

1. Supplementary Materials and Methods

Table S1. List of all strains and plasmids used in this study.

Strains	Description	Reference
EM1055	MG1655 <i>lacX74</i>	Masse and Gottesman 2002
EM1451	EM1055 $\Delta ara714$ <i>leu</i> ⁺	Desnoyers et al. 2009
EM1455	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$	Desnoyers et al. 2009
JW4130-1	<i>rrnB3</i> $\Delta lacZ4787$ <i>hsdR514</i> $\Delta(araBAD)567$ $\Delta(rhaBAD)568$ <i>rph-1</i> $\Delta hfq-722::kan$	Baba et al. 2006
KP1224	EM1055 $\Delta hfq-722::kan$	EM1055 + P1(JW4130-1)
GD520	EM1055 $\Delta araB::kan$	Salvail et al. 2013
GD363	EM1055 $\Delta rylhB::tet$	Desnoyers et Masse 2012
GD549	EM1055 $\Delta rylbB::kan$	Desnoyers et Masse 2012
EM1238	EM1055 $\Delta rylhB::cat$	Masse and Gottesman 2002
CS211	$\Delta sgrS::tet$	C. Vanderpool Lab
DL1028	EM1055 $\Delta sgrS::tet$	EM1055 + P1(CS211)
JF138	EM1055 $\Delta dsrA::cat$	Lalaouna et al. 2015a
EM1237	DY330 [W3110 $\Delta lacU169$ <i>gal490</i> $\Delta cl857$ $\Delta(crobioA)$]	Yu et al. 2000
KP1149	EM1237 <i>hfq</i> -3xFLAG-kan	This study
KP1150	EM1055 <i>hfq</i> -3xFLAG-kan	EM1055 + P1(KP1149)
KP1782	EM1055 <i>hfq</i> -3xFLAG-kan $\Delta rylhB::cat$	KP1150 + P1(EM1238)
KP1776	EM1055 <i>hfq</i> Y25D-3xFLAG-kan	This study
KP1783	EM1055 <i>hfq</i> Y25D-3xFLAG-kan $\Delta rylhB::cat$	KP1776 + P1(EM1238)
KP1152	EM1055 <i>hfq</i> -3xFLAG	KP1150 + pCP20
KP1208	EM1237 <i>rne</i> -HA-kan	This study
KP1225	EM1055 <i>rne</i> -HA-kan	EM1055 + P1(KP1208)
DL6	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA-kan	KP1152 + P1(KP1225)
DL8	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA	DL6 + pCP20
DL14	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB::kan$	DL8 + P1(GD520)
DL15	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB$	DL14 + pCP20
DL21	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB$ $\Delta rylbB::kan$	DL15 + P1(GD549)
DL25	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB$ $\Delta rylbB$	DL21 + pCP20
DL32	EM1055 <i>rne</i> -HA $\Delta araB$ $\Delta rylbB$ $\Delta hfq-722::kan$	DL25 + P1(KP1224)
DL23	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB$ $\Delta dsrA::cat$	DL15 + P1(JF138)
DL33	EM1055 <i>rne</i> -HA $\Delta araB$ $\Delta dsrA::cat$ $\Delta hfq-722::kan$	DL23 + P1(KP1224)
DL1662	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta araB$ $\Delta sgrs::tet$	DL15 + P1(DL1028)
DL1686	EM1055 <i>rne</i> -HA $\Delta araB$ $\Delta sgrs::tet$ $\Delta hfq-722::kan$	DL1662 + P1(KP1224)
MPC101	EM1055 <i>hfq</i> -3xFLAG <i>rne</i> -HA $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::tet$	Lalaouna et al. 2015a
DL2	EM1055 <i>rne</i> -HA $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::tet$ $\Delta hfq-722::kan$	MPC101 + P1(KP1224)
KP501	EM1055 <i>sodB</i> ₁₃₀ - <i>lacZ</i>	EM1055 + $\Delta pFRA$ - <i>sodB</i> ₁₃₀
KP1518	EM1055 <i>sodB</i> ₁₃₀ - <i>lacZ</i> $\Delta hfq-722::kan$	KP501 + P1(KP1224)
KP662	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sodB</i> ₄₃₀ - <i>lacZ</i>	Prevost et al. 2011
KP1039	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sodB</i> ₄₃₀ MH- <i>lacZ</i>	EM1455 + $\Delta pFRA$ - <i>sodB</i> ₄₃₀ MH
KP1750	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sodB</i> ₄₃₀ - <i>lacZ</i> $\Delta hfq-722::kan$	KP662 + P1(KP1224)
KP1785	EM1055 <i>hfq</i> -3xFLAG-kan <i>sodB</i> ₄₃₀ - <i>lacZ</i>	KP1150 + Δ (KP662)
KP1845	EM1055 <i>hfq</i> -3xFLAG-kan $\Delta rylhB::cat$ <i>sodB</i> ₄₃₀ - <i>lacZ</i>	KP1782 + Δ (KP662)
KP1787	EM1055 <i>hfq</i> Y25D-3xFLAG-kan <i>sodB</i> ₄₃₀ - <i>lacZ</i>	KP1776 + Δ (KP662)
KP1788	EM1055 <i>hfq</i> Y25D-3xFLAG-kan $\Delta rylhB::cat$ <i>sodB</i> ₄₃₀ - <i>lacZ</i>	KP1783 + Δ (KP662)
KP663	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>SodB</i> ₄₃₀ -LacZ	Prevost et al. 2011
KP1040	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>SodB</i> ₄₃₀ MH-LacZ	EM1455 + $\Delta pRS1551$ - <i>SodB</i> ₄₃₀ MH
DL2067	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>SodB</i> ₄₃₀ -LacZ $\Delta hfq-722::kan$	KP663 + P1(KP1224)
KP1489	EM1055 <i>SodB</i> ₄₃₀ -LacZ	EM1055 + Δ (KP663)
KP1490	EM1055 <i>SodB</i> ₄₃₀ MH-LacZ	EM1055 + Δ (KP1040)
KP1493	EM1055 <i>SodB</i> ₄₃₀ -LacZ $\Delta rylhB::cat$	KP1489 + P1(EM1238)
KP1494	EM1055 <i>SodB</i> ₄₃₀ MH-LacZ $\Delta rylhB::cat$	KP1490 + P1(EM1238)
KP1789	EM1055 <i>hfq</i> -3xFLAG-kan <i>SodB</i> ₄₃₀ -LacZ	KP1150 + Δ (KP663)
KP1790	EM1055 <i>hfq</i> -3xFLAG-kan $\Delta rylhB::cat$ <i>SodB</i> ₄₃₀ -LacZ	KP1782 + Δ (KP663)
KP1791	EM1055 <i>hfq</i> Y25D-3xFLAG-kan <i>SodB</i> ₄₃₀ -LacZ	KP1776 + Δ (KP663)
KP1792	EM1055 <i>hfq</i> Y25D-3xFLAG-kan $\Delta rylhB::cat$ <i>SodB</i> ₄₃₀ -LacZ	KP1783 + Δ (KP663)
GD294	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sdhC</i> ₅₇₆ - <i>lacZ</i>	EM1455 + $\Delta pFRA$ - <i>sdhC</i> ₅₇₆
GD707	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sdhC</i> ₅₇₆ MH- <i>lacZ</i>	EM1455 + $\Delta pFRA$ - <i>sdhC</i> ₅₇₆ MH
KP1751	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta rylhB::cat$ <i>sdhC</i> ₅₇₆ - <i>lacZ</i> $\Delta hfq-722::kan$	GD294 + P1(KP1224)
GD410	EM1055 $\Delta ara714$ <i>leu</i> ⁺ $\Delta spf::cat$ $\Delta rylhB::tet$ <i>SdhC</i> ₂₅₈ -LacZ	Desnoyers and Masse 2012

GD394	EM1055 $\Delta ara714$ <i>leu</i> ⁺ Δ <i>spf</i> ::cat Δ <i>ryhB</i> ::tet SdhC ₂₅₈ MH-LacZ	Desnoyers and Masse 2012
DL2066	EM1055 $\Delta ara714$ <i>leu</i> ⁺ Δ <i>spf</i> ::cat Δ <i>ryhB</i> ::tet SdhC ₂₅₈ -LacZ Δ <i>hfg</i> -722::kan	GD410 + P1(KP1224)
KP1491	EM1055 SdhC ₂₅₈ -LacZ	EM1055 + λ (GD410)
KP1492	EM1055 SdhC ₂₅₈ MH-LacZ	EM1055 + λ (GD394)
KP1495	EM1055 SdhC ₂₅₈ -LacZ Δ <i>ryhB</i> ::cat	KP1491 + P1(EM1238)
KP1496	EM1055 SdhC ₂₅₈ MH-LacZ Δ <i>ryhB</i> ::cat	KP1492 + P1(EM1238)
DL1162	EM1055 $\Delta ara714$ <i>leu</i> ⁺ Δ <i>dsrA</i> ::cat	EM1451 + P1(JF138)
KP1923	EM1055 $\Delta ara714$ <i>leu</i> ⁺ Δ <i>dsrA</i> ::cat Δ <i>hfg</i> -722::kan	DL1162 + P1(KP1224)
KK2562	MG1655 <i>hfg</i> Y25D	S. Gottesman Lab (Zhang et al. 2013)
Plasmids	Description	Reference
pNM12	pBAD24 derivative (arabinose inducible promoter; Amp ^R)	Majdalani et al. 1998
pBAD- <i>ryhB</i>	pNM12 + <i>ryhB</i> gene (Amp ^R)	Masse et al. 2003
pBAD-MS2- <i>ryhB</i>	pBAD-MS2 + <i>ryhB</i> gene (Amp ^R)	Desnoyers and Masse 2012
pGD3	pBAD33 derivative (arabinose inducible promoter; Cm ^R)	Desnoyers and Masse 2012
pGD3- <i>ryhB</i>	pGD3 + <i>ryhB</i> gene (Cm ^R)	This study
pKD4	Template for amplification of kanamycin resistance gene (Amp ^R)	Datsenko and Wanner 2000
pKD46	Repts, Ampr, Rec recombinase expression vector (Amp ^R)	Datsenko and Wanner 2000
pFRA	pRS1553 derivative (for transcriptional fusions) (Amp ^R)	Repoila and Gottesman 2001
pRS1551	Plasmid for construction of translational fusions (Amp ^R)	Simons et al. 1987
pFRA- <i>sodB</i> ₁₃₀ -MS2	pFRA + <i>sodB</i> ₁₃₀ + MS2 aptamer + T7 transcription terminator (Amp ^R)	This study
pBAD- <i>dsrA</i>	pNM12 + <i>dsrA</i> gene (Amp ^R)	Majdalani et al. 1998
pBAD-MS2- <i>dsrA</i>	pBAD-MS2 + <i>dsrA</i> gene (Amp ^R)	Lalaouna et al. 2015b
pBAD- <i>sgrS</i>	pNM12 + <i>sgrS</i> gene (Amp ^R)	This study
pBAD-MS2- <i>sgrS</i>	pBAD-MS2 + <i>sgrS</i> gene (Amp ^R)	This study
pBAD- <i>rybB</i>	pNM12 + <i>rybB</i> gene (Amp ^R)	Desnoyers and Masse 2012
pBAD-MS2- <i>rybB</i>	pBAD-MS2 + <i>rybB</i> gene (Amp ^R)	Lalaouna et al. 2015a
pCP20	yeast Flp recombinase gene (Amp ^R)	Cherepanov and Wackernagel, 1995

Table S2. List of all oligonucleotides used in this study.

Primers	Sequence 5'-3'	
EM88	<u>TGTAATACGACTCACTATAG</u> GGCGATCAGGAAGACCCTCGC	Fwd <u>T7</u> trx RyhB (EMSA)
EM90	<u>TGTAATACGACTCACTATAG</u> GATACGCACAATAAGGCTATTGTAC	Fwd <u>T7</u> trx <i>sodB</i> ₁₃₀ (EM1055)<br><i>sodB</i> ₁₃₀ MH (KP1039)
EM107	CCGAT <u>GAA</u> TTCTAACTGTCCGAATGAATTGGTC	Fwd <i>sdhC</i> ₅₇₆ <u>EcoRI</u>
EM168	TCACACTTTGCTATGCCATAGC	Fwd in pBAD24 or pGD3
EM194	GCCATAAACTGCCAGGAATTGG	Fwd in pFRA or pRS1551
EM195	CGGGCTCTTCGCTA	Rv in pFRA or pRS1551
EM424	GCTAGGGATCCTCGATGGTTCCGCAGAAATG	Rv trx <i>sodB</i> ₁₃₀ (EM1055)<br><i>sodB</i> ₁₃₀ MH(KP1039)
EM455	CAGGCTGAAAATCTTCTCTCATC	Rv in pBAD24 or pGD3
EM1082	GCTAGGGATCCACGACAGTAATAACAAAGG	Fwd <i>sdhC</i> ₅₇₆ <u>BamHI</u>
EM1293	CCCAGGGAATCTTAAGAACAGC	Fwd <i>sdhC</i> ₅₇₆ MH
EM1294	GCTGTCTTAGGATCCCTGGG	Rv <i>sdhC</i> ₅₇₆ MH
EM1370	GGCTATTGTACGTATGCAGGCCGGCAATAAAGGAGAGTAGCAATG	Fwd <i>sodB</i> ₄₃₀ MH
EM1371	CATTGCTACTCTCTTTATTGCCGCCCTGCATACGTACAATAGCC	Rv <i>sodB</i> ₄₃₀ MH
EM1572	GGGGCTCGAGGCGATCAGGAAGACCCTCGC	Fwd <i>ryhB</i> in pGD3 <u>XhoI</u>
EM1575	<u>CGTACCTGATGGTGTACG</u> ttactCGATGGTTCCGCAGAAA	Rv <i>sodB</i> ₁₃₀ -MS2 step 1
EM1576	<u>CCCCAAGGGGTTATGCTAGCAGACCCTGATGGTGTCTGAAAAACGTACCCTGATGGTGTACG</u>	Rv <i>sodB</i> ₁₃₀ -MS2-T7 termina-<br>tor step 2
EM1577	GCTAGGGATCC <u>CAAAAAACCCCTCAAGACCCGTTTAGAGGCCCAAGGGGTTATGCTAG</u>	Rv <i>sodB</i> ₁₃₀ -MS2-T7 termina-<br>tor step 3 <u>BamHI</u>
EM1689	<u>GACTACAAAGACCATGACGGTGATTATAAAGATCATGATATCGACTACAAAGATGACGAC-<br>GATAAATAGTAAGTGTAGGCTGGAGCTGCT</u>	Fwd <i>hfg</i> -3xFLAG step 1<br>(3xFLAG + P1 region<br>(pKD4))
EM1690	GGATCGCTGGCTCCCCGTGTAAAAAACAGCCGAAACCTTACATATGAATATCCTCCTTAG	Rv <i>hfg</i> -3xFLAG step 1-2 (<i>hfg</i><br>+ P2 region (pKD4))
EM1691	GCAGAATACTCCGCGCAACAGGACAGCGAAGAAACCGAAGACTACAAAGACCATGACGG	Fwd <i>hfg</i> -3xFLAG step 2 (<i>hfg</i><br>+ 3xFLAG)
EM1978	AAAAAAAAAGCCAGCACCCGGCTGGC	Rv trx RyhB (EMSA)
EM2378	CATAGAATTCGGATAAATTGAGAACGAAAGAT	Rv <i>ryhB</i> in pGD3 <u>EcoRI</u>
EM2674	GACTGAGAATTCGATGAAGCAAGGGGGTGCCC	Fwd MS2- <i>sgrS</i> <u>EcoRI</u>
EM2675	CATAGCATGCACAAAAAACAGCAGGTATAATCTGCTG	Rv MS2- <i>sgrS</i> <u>SphI</u>

EM2676	CCATGATGAAGCAAGGGGGTGCCC	Fwd <i>sgrS</i> <u>MscI</u>
**Northern Probes**	**Sequence 5'-3'**	
EM470	<u>TAATACGACTCACTATAGGGGAG</u> ACGTCACTCCAACGCAGCACC	Rv <i>lacZ</i> RNA probe with <u>T7 promoter</u>
EM471	GGTCAATCCGCCGTTTGTTC	Fwd <i>lacZ</i> RNA probe
EM1430	CCAGCATTTCTCCAGCGTTCAAGTG	<i>hns</i> DNA probe
EM1678	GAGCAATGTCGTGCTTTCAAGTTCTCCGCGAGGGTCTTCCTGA	<i>ryhB</i> DNA probe
EM1692	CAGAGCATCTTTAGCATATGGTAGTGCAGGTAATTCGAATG	<i>sodB</i> DNA probe
EM1696	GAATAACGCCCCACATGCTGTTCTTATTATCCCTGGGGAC	<i>sdhC</i> DNA probe
EM1831	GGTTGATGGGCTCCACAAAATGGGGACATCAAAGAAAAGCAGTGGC	<i>ryhB</i> DNA probe
EM1884	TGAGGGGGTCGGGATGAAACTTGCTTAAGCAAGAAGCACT	<i>dsrA</i> DNA probe
EM1986	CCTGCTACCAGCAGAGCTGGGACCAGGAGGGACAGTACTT	<i>ompC</i> DNA probe
EM2267	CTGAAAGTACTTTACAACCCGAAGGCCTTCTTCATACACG	16S DNA probe
EM2268	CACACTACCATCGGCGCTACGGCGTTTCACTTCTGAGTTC	5S DNA probe
EM2693	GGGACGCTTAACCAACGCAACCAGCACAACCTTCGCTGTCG	<i>sgrS</i> DNA probe
EM4255	GTATTCTGCTGGGCGTCGG	Fwd <i>ptsG</i> RNA probe
EM4256	<u>TAATACGACTCACTATAGGGGAG</u> CTCCGAGTACGCCAGTATCC	Rv <i>ptsG</i> RNA probe with <u>T7 promoter</u>
EM4424	GTTATCGCAGGGAGCCACAC	Fwd <i>rpoS</i> RNA probe
EM4425	<u>TGTAATACGACTCACTATAG</u> GCCAGGTTGCGTATGTTGAGAAG	Rv <i>rpoS</i> RNA probe with <u>T7 promoter</u>
**FISH Probes**	**Sequence 5'-3'**	
RyhB_1	GCGAGGGTCTTCCTGATCG	RyhB
RyhB_4	CCAGCACCCGGCTGGCTAA	RyhB
<i>lacZ</i>	AATGGGATAGGTCACGTTGG	<i>lacZ</i>
	GGCAACATGGAAATCGCTGA	
	GCACGATAGAGATTCGGGAT	
	AGCGGATGGTTCGGATAATG	
	CGCGTACATCGGGCAAATAA	
	CATACAGAACTGGCGATCGT	
	GTAGTTCAGGCAGTTCAATC	
	TTGCACCACAGATGAAACGC	
	CACCCTGCCATAAAGAAACT	
	TAACGCCTCGAATCAGCAAC	
	GATCATCGGTCAGACGATT	
	TATTTCGCAAAGGATCAGCGG	
	AAACTGCTGCTGGTGTGTTG	
	AAAATCCATTTCGCTGGTGG	
<i>ptsG</i>	GCAGGTTAGCAAATGCATT	<i>ptsG</i>
	CTGCCATAACATGCGATACA	
	GACACCGATCGAAAAATCA	
	ATGATGCCATAGGCAACAAC	
	CAGGTGTTTAGAGGCGATTT	
	GGCAGCTTAATACGGTAGAA	
	CAGAAATGATCGGCACAAAG	
	ACTGAGAGAAGGTCTGGATT	
	GGTGTATTCACCAATCTGCA	
	CGGTTTTCTGGTTTAGCAGA	
	CCGGAAGATGGTGTAGTAAA	
	TCGCTTTTGCACTTTCAGTC	
	TACATGCGTCGAGGTTAGTA	
	AGTGTTACGGATGTACTCA	

1.1. Electrophoretic mobility shift assay (EMSA) of target mRNAs and RyhB with purified Hfq.

5'-end-radiolabeled *sodB*₁₃₀, *sodB*₁₃₀MH or RyhB RNA was used to perform EMSA with Hfq. Hfq was purified as described (Prevost, Salvail et al., 2007). Labeled transcripts (0.2 μ M) were heated at 90°C or 2 min then slowly cooled until the temperature reaches 37°C. Yeast tRNA was added (0.1 μ g/reaction) and RNAs were incubated in the absence or presence of increasing amounts of purified Hfq during 10 min at 37°C in structure buffer (Ambion). After cooling on ice for 1 min, loading buffer was added and then samples were loaded on 5% native polyacrylamide gel (run in TBE 1X).

1.1.1. In vitro RNA synthesis and radiolabelling.

Oligonucleotides used to generate the DNA template for *in vitro* transcription are indicated in Table S2. T7 RNA polymerase (Roche Diagnostics GmbH, Mannheim, Germany) was used for in vitro transcription. Briefly, transcription was performed in T7 transcription buffer, 5 mM NTP (A, C, G, and U), 40 U of RNaseOut (Invitrogen), 20 U of T7 RNA polymerase, and 0.5 μ g of DNA templates. After 4 h of incubation at 37°C, the mixture was treated with 2 U of Turbo DNase (Ambion), extracted once with phenol-chloroform, and purified on denaturing acrylamide gel.

To perform 5'-end labeling, transcripts were dephosphorylated with Alkaline Phosphatase, Calf Intestinal (CIP) (New England Biolabs) and 5'-labeled with [32P]- γ -ATP using T4 polynucleotide kinase (New England Biolabs) according to the manufacturer's protocol.

1.1.2. RNA secondary structure probing.

Secondary structure probing was performed on 5'-end-labeled *sodB*₁₃₀ or *sodB*₁₃₀MH RNA (as above). Hfq was purified as described Prévost et al. (2007). Final concentrations of 0.2 μ M *sodB*₁₃₀ or *sodB*₁₃₀MH RNA and increasing amounts of purified Hfq were used. Lead acetate probing, ribonuclease T1 ladder, and alkaline (OH) ladder were performed as described (Desnoyers, Morissette et al., 2009). After reactions, samples were heated for 1 min to 90°C and separated on 8% polyacrylamide/7 M urea sequencing gel.

1.1.3. Hfq^{3xFLAG} and HfqY25D^{3xFLAG} construct

Transfer of the 3xFLAG sequence into chromosomal *hfq* gene was achieved by following the PCR-based method of Datsenko and Wanner (2000). First, Flippase recognition target (FRT)-flanked kanamycin resistance cassette was generated by PCR from pKD4 plasmid with a primer carrying extensions sequences corresponding to the 3xFLAG sequence (forward) and another one that carried extensions homologous to *hfq* gene including the stop codon (oligos EM1689-1690). Another PCR using as template the first PCR was done to add the sequence homologous to the end of *hfq* gene before the stop codon with the same reverse primer as the first PCR (oligos EM1691-1690). For Hfq^{3xFLAG}, the resulting PCR product was transformed into EM1237 after induction of λ red, according to Yu et al (2000), selecting for kanamycin resistance. To obtain HfqY25D^{3xFLAG} the resulting PCR was transformed to *hfq*Y25D, strains containing the pKD46 plasmid using electroporation Uzzau et al. (2001) and selecting for kanamycin resistance. P1 transduction was used to transfer the linked epitope fusion and the antibiotic resistance gene into a WT background (EM1055). Kanamycin resistance cassette was removed using flippase (Flp) encoding helper plasmid pCP20 as described (Datsenko & Wanner, 2000). All constructs were verified by DNA sequencing and are listed in Table S1. Oligos used for generating the constructs are listed in Table S2.

1.2. Transcriptional and translational *lacZ* fusions.

To generate *sodB*₄₃₀MH-*lacZ* transcriptional and translational fusions, two independent PCR reactions were performed using the *sodB*₄₃₀ fusion as template with these oligos (EM1370-EM195 and EM194-EM1371). The two PCR products were then mixed to serve as template for a third PCR (EM194-EM195, oligos in the pFRA or pRS1551 sequence). The

resulting PCR product was then digested by *Bam*HI and *Eco*RI (NEB) and ligated into *Eco*RI/*Bam*HI-digested pFRΔ (for transcriptional fusions) and *Eco*RI/*Bam*HI-digested pRS1551 (for translational fusions).

For the construction of *sdhC₅₇₆-lacZ* transcriptional fusion, a PCR fragment was generated with the following oligos, EM107 and EM1082. To generate *sdhC₅₇₆*MH, two independent PCR reactions were performed using the *sdhC₅₇₆* fusion as template with these oligos (EM1293-EM195 and EM194-EM1294). The two PCR products were then mixed to serve as template for a third PCR (EM194-EM195). This PCR product was digested by *Eco*RI and *Bam*HI and ligated into *Eco*RI/*Bam*HI-digested pFRΔ.

The transcriptional and the translational fusions were delivered in single copy into the bacterial chromosome of different strains, at the λ *att* site as described previously (Simons, Houman et al., 1987). Stable lysogens were screened for single insertion of recombinant λ by PCR (Powell et al., 1994).

1.3. Plasmids

Plasmid pGD3-*ryhB* was generated by a PCR reaction to produce promoter-less *ryhB* fragment with an *Xho*I site upstream and an *Eco*RI site downstream with the following primers (EM1572-EM2378). The resulting PCR product was then digested with *Xho*I and *Eco*RI and ligated into *Xho*I/*Eco*RI-digested pGD3.

Plasmids pFRΔ-*sodB₁₃₀*-MS2 and pFRΔ-*sodB₁₃₀*MH-MS2 contained the *sodB₁₃₀* or *sodB₁₃₀*MH RNA with the endogenous promoter followed by the MS2 RNA aptamer and the T7 transcription terminator stemloop. Plasmids were generated by performing a PCR reaction using transcriptional fusions (KP662) as template with oligonucleotides (EM194-EM1575). The PCR product served as template for a second PCR reaction with oligonucleotides (EM194-EM1576). To finish, a third PCR reaction was performed with oligonucleotides (EM194-EM1577). Resulting PCR product was digested with *Eco*RI and *Bam*HI and ligated into *Eco*RI/*Bam*HI-digested pFRΔ.

Plasmid pBAD-MS2-*sgrS* was generated by performing a PCR reaction with oligonucleotides (EM2674-EM2675). The resulting PCR product was then digested with *Eco*RI and *Sph*I and ligated into *Eco*RI/*Sph*I-digested pBAD-MS2. Plasmid pBAD-*sgrS* was generated by performing a PCR reaction with oligonucleotides (EM2675-EM2676). The resulting PCR product was then digested with *Msc*I and *Sph*I and ligated into *Msc*I/*Sph*I-digested pNM12.

References

1. Baba T, Ara T, Hasegawa M, Takai Y, Okumura Y, Baba M, Datsenko KA, Tomita M, Wanner BL, Mori H (2006) Construction of Escherichia coli K-12 in-frame, single-gene knockout mutants: the Keio collection. *Mol Syst Biol* 2: 2006.0008
2. Cherepanov PP, Wackernagel W (1995) Gene disruption in Escherichia coli: TcR and KmR cassettes with the option of Flp-catalyzed excision of the antibiotic-resistance determinant. *Gene* 158: 9-14
3. Datsenko KA, Wanner BL (2000) One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products. *Proc Natl Acad Sci U S A* 97: 6640-5
4. Desnoyers G, Morissette A, Prevost K, Masse E (2009) Small RNA-induced differential degradation of the polycistronic mRNA *iscRSUA*. *EMBO J* 28: 1551-61
5. Majdalani N, Cunnig C, Sledjeski D, Elliott T, Gottesman S (1998) DsrA RNA regulates translation of RpoS message by an antisense mechanism, independent of its action as an antisilencer of transcription. *Proc Natl Acad Sci U S A* 95: 12462-7
6. Masse E, Escorcia FE, Gottesman S (2003) Coupled degradation of a small regulatory RNA and its mRNA targets in Escherichia coli. *Genes Dev* 17: 2374-83
7. Powell BS, Rivas MP, Court DL, Nakamura Y, Turnbough CL, Jr. (1994) Rapid confirmation of single copy lambda prophage integration by PCR. *Nucleic Acids Res* 22: 5765-6
8. Prevost K, Salvail H, Desnoyers G, Jacques JF, Phaneuf E, Masse E (2007) The small RNA RyhB activates the translation of *shiA* mRNA encoding a permease of shikimate, a compound involved in siderophore synthesis. *Mol Microbiol* 64: 1260-73
9. Repoila F, Gottesman S (2001) Signal transduction cascade for regulation of RpoS: temperature regulation of DsrA. *J Bacteriol* 183: 4012-23
10. Salvail H, Caron MP, Belanger J, Masse E (2013) Antagonistic functions between the RNA chaperone Hfq and an sRNA regulate sensitivity to the antibiotic colicin. *Embo j* 32: 2764-78
11. Simons RW, Houman F, Kleckner N (1987) Improved single and multicopy lac-based cloning vectors for protein and operon fusions. *Gene* 53: 85-96

12. Uzzau S, Figueroa-Bossi N, Rubino S, Bossi L (2001) Epitope tagging of chromosomal genes in Salmonella. *Proc Natl Acad Sci U S A* 98: 15264-9
13. Yu D, Ellis HM, Lee EC, Jenkins NA, Copeland NG, Court DL (2000) An efficient recombination system for chromosome engineering in Escherichia coli. *Proc Natl Acad Sci U S A* 97: 5978-83
14. Zhang A, Schu DJ, Tjaden BC, Storz G, Gottesman S (2013) Mutations in interaction surfaces differentially impact E. coli Hfq association with small RNAs and their mRNA targets. *J Mol Biol* 425: 3678-97

How the deposited data were processed for this re-analysis (not part of the article)

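RNA that co-purified with MS2-DsrA or with untagged DsrA was analysed from 4 libraries of *E. coli* MG1655 *lacX74* deleted for *hfq* and *dsrA*, 2 for each condition. Conditions and repeat numbers came from the submitters' labels and the paper's methods. The purification methods speak of independent experiments, and the labels do not say whether the repeats come from separate cultures. The p-values rest on the spread between these libraries, which could be technical. In limma and voom this spread is pooled over regions, so a small p-value does not show that the repeats of a region agree in size. MS2-RyhB and MS2-RybB libraries were not analysed here.

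The authors purified RNA on amylose resin, treated it with DNase, made libraries with the ScriptSeq v2 kit and sequenced them on a MiSeq. The submitters' processing notes name bcl2fastq and Bowtie, and versions and genome build are not given in the sources used here. By the methods, the authors used Galaxy, edgeR's exactTest with no dispersion, Benjamini-Hochberg adjustment and the ratio of mean FPKM as enrichment. The deposited values are FPKM, computed by the authors, and a deposited ratio of FPKM with MS2-DsrA over DsrA that equals the quotient of both columns. There is 1 table for each repeat, normalized on its own. Of the 8043 region names, 4465 name 1 gene and 3578 name the 2 genes beside a stretch. Of the one-gene names, 4265 were found in the annotation of assembly ASM584v2, 4043 of them as current symbols. This annotation was used for names, order and lengths only, and no coordinates are given because the authors' build is not named.

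Depth was recovered from the FPKM values. Whole reads in all 4 libraries were found for 7090 of 7139 regions with a length, within a tolerance of 0.05 reads. In the FPKM formula, both libraries of repeat 1 had been divided by one and the same read total, while those of repeat 2 had totals of their own. For 124 regions a length of 1 base had been used in at least 1 repeat. Read numbers and the 1-base division are inferred from the values. The median region outside rRNA had 11.0 and 12.0 reads in the MS2-DsrA libraries and 22.0 and 15.0 in the DsrA libraries, which leaves most regions with wide counting error.

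The main test was limma (version 3.58.1, R 4.3.3) with lmFit and eBayes with trend on log2(FPKM + 1), without a replicate block, over regions with a mean FPKM of at least 5. Count tools were not used as the main test because the deposited values are FPKM. The exact test with no dispersion of the methods was computed as the binomial test it reduces to, on the recovered reads. Fold changes are reported relative to the median region. This follows from the shift of the median between the conditions and was decided after that shift was seen. Gene sets were tested with camera at its preset correlation of 0.01 and with an estimated correlation, and list medians were set against 10000 random lists drawn from the 100 genes nearest in FPKM to each member. Figures and tables were made with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

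The main design, the first set of alternatives, the gene lists and the rule for named genes were fixed before the data were examined. The paper's Figure 6F, with its values for *rpoS*, *hns* and *groL*, was known when they were fixed. The rule takes *rpoS*, *hns*, *groL*, *dsrA* and *hfq*, the members of the lists of DsrA targets, operon partners, RyhB targets, RybB targets and housekeeping RNAs, the 10 regions most and the 10 least enriched in both repeats, and the 3 members with the largest change in each other list. Which of these genes the text discusses was decided after their values were seen. The 22 lists are DsrA targets, operon partners of DsrA targets, RyhB targets, RybB targets, outer membrane proteins, small RNAs, housekeeping RNAs, ribosomal RNAs, transfer RNAs, ribosomal proteins, RpoS regulon, H-NS-silenced genes, ribose uptake and use, arabinose genes, cell shape and division, heat shock proteins, flagella and chemotaxis, RNA degradosome and RNA binding, strain and plasmid checks, non-target control, acid resistance, and methionine and leucine synthesis.

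The alternatives fixed in advance were pseudocounts of 0.1 and 10, no filter and a minimum of 20 FPKM, a replicate block, median-ratio and TMM factors, quantile normalization, leaving out rRNA, tRNA and *dsrA*, eBayes without trend, leaving out each library, and the exact test. Later additions, all chosen after seeing the data, were limma voom on the recovered reads, leaving out regions divided by 1 base, the random lists without the minimum FPKM, and a search over 15 forms of the exact test. Quasi-likelihood and DESeq2 tests, also set in advance, were not run. Voom was first run with plain column sums as library sizes. On simulated reads plain sums called 154 of 4414 unchanged regions, and library sizes scaled by TMM were adopted after the calls of the plain-sum fits had been seen. Both versions are reported. The simulated changes all went up in the tagged group, which raises the column sums of that group only. In the data, regions at a ratio of 2 or more held at most 1.05% of the reads outside rRNA with MS2-DsrA. The 154 calls therefore do not show that plain sums fail on these data.

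Read recovery, limma, voom, the exact test, camera and the random lists were tested on simulated data, and the other normalizations, the replicate block and the slopes were not. With 2 simulated libraries against 2, limma on log2(FPKM + 1) recovered 2 of 50 regions changed 2-fold, 15 of 50 changed 4-fold, 43 of 50 changed 8-fold and 49 of 50 changed 16-fold, and called 12 of 3926 unchanged regions. Voom with TMM-scaled library sizes recovered 13 of 50 at 2-fold, 47 of 50 at 4-fold and 50 of 50 at 8-fold, and called 9 of 4414 unchanged regions. Those reads were drawn with an assumed dispersion of 0.05, so this recovery holds for that spread only. The values for limma were drawn with normal noise from the fitted, pooled variances, which is kinder than the data. In the data *nlpD*, at a log2 fold change of 3.36 (standard error 0.33), had an adjusted p of 0.295 from limma. The 0 calls of limma therefore do not show that large changes are absent.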

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

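Voom and the minimum of 20 reads were chosen after the data were seen, and the tests of *setA* and of SgrS targets were set before their results were seen. For DsrA the paper's Figure 6F shows *rpoS*, *hns* and *groL*, and 4 other regions had at least 20 reads in each MS2-DsrA library and a ratio of at least 2 over the untagged control in each repeat. These were *sgrT* with a ratio of mean FPKM of 11.7, *nlpD* with 11.3, the stretch between *nlpD* and *rpoS* (rpoS_nlpD) with 10.1 and *sgrS* with 10.0. MS2-DsrA replicate 1 carries much of the ratios of *sgrT* and *sgrS*, which were 3.25 and 2.82 without it, while those of *nlpD* and rpoS_nlpD were 11.9 and 10.6. Without MS2-DsrA replicate 2 they were 20.1 for *sgrT* and 17.2 for *sgrS*. The first and the last share their reads, since *sgrT* lies within *sgrS*. Reads of *nlpD* and of the stretch cannot be told apart from the leader of the *rpoS* mRNA by gene.

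The sRNA *sgrS* had 300 and 69 reads in the MS2-DsrA libraries and 23 and 13 in the DsrA libraries. Activation of the locus in the tagged cultures is argued against by *setA*, the gene downstream of *sgrS*, which lay at -0.19 in repeat 1 and -0.31 in repeat 2 relative to the median region, on 31 and 27 reads with MS2-DsrA and 62 and 38 with DsrA, though this does not cover a rise in *sgrS* RNA that stops before *setA*. Material carried over from a pull-down with tagged SgrS, for which the paper lists a plasmid, stays open: the median of 9 SgrS targets lay at percentile 70.4 of matched random lists, which decides in neither direction. Pairing of *sgrS* RNA with MS2-DsrA was not tested and stays open as well. Voom called *sgrS* higher in 8 of 12 forms. With TMM-scaled sizes at 10 reads its standard error was 0.44, against 0.94 from limma on FPKM. Voom pools the spread over regions, so these calls do not show that the ratios of 13.0 and 4.16 in the repeats agree in size.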

How the results depend on the processing

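Chosen after the data had been seen were voom in every form, the exact test in every form other than reads scaled by column sums, leaving out regions divided by 1 base, and the random lists without the minimum FPKM. The quasi-likelihood and DESeq2 tests set in advance were not run, because the deposited values are FPKM. They were not run on the recovered reads either. Limma on FPKM called 0 regions higher and 0 lower under each pseudocount, filter, normalization and variance model and without each library, against 9 and 538 at an unadjusted p of 0.05, and 118 and 106 unadjusted with TMM-scaled voom at 10 reads. Where a library is left out, the lone library of its condition is assumed to vary like the others. With a replicate block limma called 0 higher and 0 lower. Same-numbered libraries were deposited together and were closer (r = 0.917 and 0.933) than those of the same condition (0.850 and 0.877). Their deviations correlated at 0.482. This points to effects shared within a repeat, though 2 pairs do not show where these come from. Depth limits the regions with few reads, since the median region outside rRNA had 11.0 and 12.0 reads with MS2-DsrA, while *rpoS*, with 342 and 560 reads, did not pass limma either. Of the values for named genes under alternatives, 692 kept their direction and their side of the threshold, 119 passed the test only under voom or an exact test, and 17 changed direction relative to the median region. The cause of the changes below was not tested unless stated.

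For regions higher past the test and regions lower past the test, in that order, voom with TMM-scaled library sizes called 7 and 3, 8 and 2 and 4 and 1 at means of at least 10, 20 and 50 reads, and 6 and 1, 8 and 2 and 7 and 1 with the replicate block. With plain column sums voom called 6 and 1, 4 and 1 and 4 and 1, and 7 and 4, 6 and 2 and 2 and 0 with the block. Some calls were lost between forms: of the 12, sgrS and sgrT were called in 8, isrC_flu in 5, hns_tdk in 4, tufB_secE in 3, flu_yeeR in 2 and isrC in 1, where hns_tdk and tufB_secE are named because they were called. Voom had first been run on reads not yet corrected for the 1-base division, and those calls are not used. The exact test with no dispersion, scaled by column sums, by nothing, by column sums outside rRNA, by TMM factors of FPKM and by the divisors of the FPKM formula, called 67 and 1986, 39 and 2376, 215 and 278, 728 and 28 and 10 and 3576 on reads. On FPKM taken as counts it called 184 and 469, 96 and 1112, 275 and 307, 479 and 145 and 68 and 1534, and on rounded FPKM 183 and 472, 96 and 1116, 272 and 309, 478 and 144 and 67 and 1520. Of these forms of the exact test, the gene lists and the named genes were computed only for reads scaled by column sums and for FPKM with TMM, and set tests for none. TMM scaling turned the exact test on reads from mostly lower to mostly higher calls, so the balance of both directions rests on the scaling.

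For members of the gene lists past the test, higher, the counts were 4, 4, 3 with TMM-scaled voom at 10, 20 and 50 reads, 4, 4, 4 with the block, 4, 3, 3 with plain sums and 4, 4, 1 with plain sums and the block. The exact test gave 29 on reads and 63 on FPKM with TMM. For members of the gene lists past the test, lower, the counts were 112 and 2 with the exact test, 1 with plain-sum voom at 10 reads and the block, and 0 in the other forms of voom. DsrA targets past the test, higher, were 2 (*rpoS* and *hns*) in both exact tests and in each form of voom except plain sums at 50 reads with the block, with 0. DsrA targets past the test, lower, were 2 (*ilvI*, adjusted p = 0.00230, and *mreB*, 0.0216) with the exact test on reads scaled by column sums, and 0 with the exact test on FPKM with TMM and in each form of voom.

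With median-ratio factors, TMM factors, quantile normalization and rescaling without rRNA, tRNA and *dsrA*, the ratio of rpoS was 10.1, 9.76, 8.69 and 7.84, that of hns 3.91, 3.82, 3.27 and 3.25 and that of groL 1.55, 1.51, 1.43 and 1.31, so that groL lay above 1 in place of below. Each of these raises the MS2-DsrA libraries, whose median region is lower. Without each library in turn the ratio of groL ranged from 0.703 to 1.29, that of rpoS from 4.69 to 6.47 and that of hns from 1.9 to 2.56. Under the same normalizations the regions at a ratio of mean FPKM of at least 2 were 226, 207, 129 and 114, and the regions at a ratio of at least 2 in each repeat 86, 73, 46 and 37. The former were 44 to 169 without each library in turn, 24 with the geometric mean of the repeats' ratios, 18 without the regions divided by 1 base, and 15 at a ratio of at least 4. At 4 or more in each repeat there were 5.

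Relative to the median region, the log2 fold change without each library in turn ranged from -0.0475 to 1.15 for groL, -0.41 to 0.10 for sodB, -0.46 to 0.0888 for ompC, -0.14 to 0.84 for ssrA, -0.0651 to 0.64 for rnpB, -1.11 to 0.22 for ffs, -1.23 to 5.80 for oxyS and -2.85 to 6.16 for lacZ, and so changed sign. On reads with the exact test, sodB was at 0.11 and ompC at 0.0370, above the median region in place of below. At a mean of at least 10 reads, voom put sodB at 0.00487 with TMM, 0.00122 with TMM and the block, 0.0221 with plain sums and 0.00390 with plain sums and the block.

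Camera's adjusted p at the preset correlation stayed below 0.05 for DsrA targets in each alternative (4.9e-06 to 0.0454). With an estimated correlation this call and the list calls below were lost. In that mode the lowest adjusted p of any list was 0.488 over these alternatives, and 0.802 for DsrA targets as first tested. No list passed there, so the loss does not single out any of them, and for DsrA targets the estimated correlation was -0.28. Lists not past 0.05 as first tested passed it at the preset correlation under some alternatives. In operon partners of DsrA targets this was 0.0111 (no filter), 0.0190 (minimum FPKM of 20), 0.0273 (median-ratio factors), 0.0268 (TMM), 0.0303 (quantile normalization), 0.0153 (without rRNA, tRNA and *dsrA*), 0.0256 (without 1-base regions), 1.1e-04 (voom). In RyhB targets this was 0.0111 (no filter), 0.0453 (TMM), 0.0280 (without rRNA, tRNA and *dsrA*), 0.00296 (voom). In small RNAs this was 0.0330 (voom). In transfer RNAs this was 0.0111 (no filter), 1.5e-05 (voom). In ribosomal proteins this was 0.0391 (median-ratio factors), 0.0268 (TMM), 0.0280 (without rRNA, tRNA and *dsrA*), 8.2e-05 (voom). In RpoS regulon this was 0.00854 (voom). In arabinose genes this was 0.0330 (voom). In cell shape and division this was 0.0330 (voom). In RNA degradosome and RNA binding this was 0.00843 (voom). In methionine and leucine synthesis this was 0.00223 (voom). The RpoS regulon and methionine and leucine synthesis were lower there and the others higher. Heat shock proteins lost their call with a minimum FPKM of 20 (0.337). With voom, set tests were run only for TMM and 10 reads.

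Directions of lists without a call in the first test turned under some alternatives, with adjusted p as given. In RybB targets these were 0.963 (minimum FPKM of 20). In outer membrane proteins these were 0.959 (pseudocount 10), 0.832 (no filter), 0.822 (replicate block), 0.279 (median-ratio factors), 0.267 (TMM), 0.879 (quantile normalization), 0.378 (without rRNA, tRNA and *dsrA*), 0.956 (no trend), 0.987 (without 1-base regions), 0.348 (voom). In small RNAs these were 0.816 (median-ratio factors), 0.812 (TMM), 0.988 (quantile normalization), 0.983 (without rRNA, tRNA and *dsrA*). In ribosomal RNAs these were 0.386 (no filter), 0.414 (replicate block), 7.8e-04 (median-ratio factors), 6.6e-04 (TMM), 0.396 (no trend), 0.771 (without 1-base regions). In ribosomal proteins these were 0.469 (minimum FPKM of 20). In ribose uptake and use these were 0.994 (minimum FPKM of 20). In arabinose genes these were 0.963 (minimum FPKM of 20). In cell shape and division these were 0.993 (pseudocount 0.1), 0.707 (minimum FPKM of 20). Without each library in turn, the adjusted p ranged from 0.0261 to 0.498 for operon partners of DsrA targets, 0.00187 to 0.845 for RyhB targets, 0.384 to 0.830 for RybB targets, 0.383 to 0.947 for outer membrane proteins, 0.519 to 0.970 for small RNAs, 0.223 to 0.773 for housekeeping RNAs, 0.267 to 0.682 for ribosomal RNAs, 0.00132 to 0.633 for transfer RNAs, 0.528 to 0.947 for ribose uptake and use, 0.521 to 0.957 for cell shape and division, 1.4e-07 to 0.652 for heat shock proteins and 0.0897 to 0.909 for strain and plasmid checks. Transfer RNAs were lower without MS2-DsrA replicate 2.

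The percentile of the median of RyhB targets was 62.84 to 99.8 when each repeat was left out in turn, and that of RybB targets 62.85 to 99.53. Without the minimum FPKM that of DsrA targets was 88.56, as argR, ilvI and mreB then count, and those of RyhB targets and RybB targets were 99.08 and 98.91. The correlation for MS2-DsrA replicate 1 and 2 was 0.882 with a pseudocount of 10 and 0.897 with no filter, and that for DsrA replicate 1 and 2 was 0.911 and 0.912. That for the log2 ratios of repeat 1 and repeat 2 was 0.0115 with no filter.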

Differences from the paper's values

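Mean FPKM and enrichment of *rpoS*, *hns* and *groL* match the paper's figure after rounding. The adjusted p-values differ, and are compared here as minus log10, the axis of a volcano plot, on which a gap of 1.5 times is wide. For rpoS the paper's value is about 26 (Fig. 6F, read by eye) and limma on log2(FPKM + 1) gives 0.437. For hns the paper's is about 21 (Fig. 6F, read by eye) against 0.430, and for groL about 1.2 (Fig. 6F, read by eye) against 0.0420. Of the alternatives set before the data were examined, none came within 1.5 times of the paper's value for any of the 3 genes. The alternatives of limma on FPKM gave 0.152 to 0.697 for rpoS, 0.00105 to 0.532 for hns and 6.5e-05 to 0.184 for groL. The exact test with no dispersion on reads scaled by column sums gave 137, 34.7 and 1.93.

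Among settings chosen after seeing the values, the exact test on FPKM taken as counts with TMM factors lies nearest, with 25.9 for rpoS, 21.1 for hns and 1.17 for groL, and of the 2 genes with an adjusted p below 0.05 in the figure it drops 0. It was picked out of 15 combinations of values and scaling tried against the paper's values, so its nearness does not show that it is the paper's method. The exact test on rounded FPKM with TMM also lies within 1.5 times for the 3 genes (25.2, 21.3 and 1.24). Scaled by column sums outside rRNA, the exact test does so for rpoS and hns, with 20.7 and 15.9 on FPKM and 20.7 and 16.2 on rounded FPKM. With column sums it does so for rpoS alone (18.4 on FPKM and 17.8 rounded). On reads, the divisors of the FPKM formula do so for hns (23.4) and groL (1.23), and no scaling for hns (30.3). Voom with plain column sums at a mean of at least 10 reads does so for rpoS, with 19.4 and, with the replicate block, 25.6.

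In the paper's figure the adjusted p of rpoS and of hns lies below 0.05. At an adjusted p of 0.05 limma on FPKM calls neither, while each of the 15 forms of the exact test calls both, and so does voom in 11 of 12 forms, again chosen after seeing the values except for the exact test on reads scaled by column sums. The form of voom that drops both uses plain sums at 50 reads with the block. For groL the exact test on reads gives a higher call with MS2-DsrA when scaled by column sums (adjusted p = 0.0117) or column sums outside rRNA (5.6e-12). TMM factors of FPKM, which leave out read depth, give such a call too (1.4e-41). There is no call with no scaling (0.273) and with the divisors of the FPKM formula (0.0588).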

Other observations

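The gene *flu* and the stretches on either side of it, flu_yeeR and isrC_flu, had the 3 lowest ratios of mean FPKM among the regions tested, with 0.0837 and 0.0849 for the stretches. For *flu* it was 0.0448, from 31 and 76 reads with MS2-DsrA and 949 and 1044 with DsrA, and *isrC*, an sRNA gene beside it, had a ratio of 0.166 from 7 and 10 reads against 43 and 46. Limma on FPKM passed neither over all regions, and *isrC* was lower when adjusted over the list of small RNAs alone (adjusted p = 0.0222). Voom, chosen after the data were seen, called *flu* lower with a log2 fold change of -3.73 (standard error 0.48, adjusted p = 1.3e-11). The gene *hfq*, deleted in these cells, is in neither table. The arabinose gene *araB* had 152 and 157 reads with MS2-DsrA and 169 and 190 with DsrA. The paper's strain table gives both strains without *hfq* and *dsrA* an *ara* deletion, and which strain was sequenced is not stated. Ratios of *lacZ* and *oxyS* rest on at most 6 reads in any library.

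Among heat shock proteins, the chaperones and proteases listed before the data were examined, 16 of 16 lay above the median region, with *hslV* at a ratio of 1.36, *dnaK* at 1.08 and *ibpB* at 0.713. Their median lay 0.53 above the median region at percentile 100.0 of matched random lists, and camera put them higher at the preset correlation (adjusted p = 2.9e-04), a call lost with an estimated correlation (adjusted p = 0.903), with a minimum FPKM of 20 (0.337), without MS2-DsrA replicate 2 (0.109) and without DsrA replicate 1 (0.652). No list passed with an estimated correlation, so that loss does not set heat shock proteins apart. Limma passed 0 members of any of the 22 lists over all regions, while voom and the exact test passed some. At an unadjusted p of 0.05 limma had 9 regions higher and 538 lower (118 and 106 with TMM-scaled voom). Transfer RNAs had 46 of 76 above the median region (percentile 100.0, adjusted p = 0.152 from camera at the preset correlation, as for the lists below). The RpoS regulon had 4 of 13 above it (percentile 10.4, 0.292), H-NS-silenced genes 3 of 8 (percentile 7.62, 0.292), acid resistance 3 of 6 (percentile 59.3, 0.583) and methionine and leucine synthesis 0 of 3 (percentile 6.80, 0.402). Outer membrane proteins had 7 of 11 (percentile 36.8, 0.994), small RNAs 15 of 31 (percentile 1.67, 0.692), housekeeping RNAs 3 of 4 (percentile 86.8, 0.646), ribosomal RNAs 18 of 22 (percentile 91.2, 0.824) and ribosomal proteins 38 of 51 (percentile 48.8, 0.808). Ribose uptake and use had 4 of 5 (percentile 88.7, 0.874), arabinose genes 8 of 9 (percentile 84.8, 0.824), cell shape and division 8 of 9 (percentile 84.9, 0.994), flagella and chemotaxis 6 of 8 (percentile 76.9, 0.836), RNA degradosome and RNA binding 10 of 13 (percentile 79.8, 0.501) and strain and plasmid checks 2 of 2 (percentile 97.7, 0.402). The non-target control, *groL*, lay 0.52 above the median region.

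Of the tests below, those of the shared divisor, of rRNA, of unlisted RNAs, of the 1-base length and of sampling without the 1-base regions were chosen after the result was seen. The median region was lower with MS2-DsrA in both repeats. A shared divisor in repeat 1 cannot account for the shift in repeat 2, where each library has a divisor of its own. There the median log2 ratio was -0.54 (bootstrap interval -0.56 to -0.51, drawn over regions and not libraries). A divisor scales every region alike, and in repeat 1 the 16S and 23S rRNA genes, at 0.921 to 1.12, were not lowered like the median region. This argues against the shared divisor as the only cause in repeat 1, and a part in it stays open. Crowding out by enriched regions of the tables is argued against, since regions at a ratio of 2 or more held at most 1.05% of the reads outside rRNA, and crowding out by rRNA is argued against in repeat 2, where the 14 genes of 16S and 23S rRNA were lower too, with ratios of FPKM of 0.644 to 0.748. It stays open in repeat 1, where the divisor is shared: there these ratios were 0.921 to 1.12, and the share of summed FPKM outside rRNA was lower with MS2-DsrA by a log2 ratio of -0.35, less than the median region's -0.81. Crowding out by RNAs the tables do not list stays open, as reads outside rRNA were 3.30% of the divisor with MS2-DsrA and 4.87% with DsrA in repeat 2. Residual chromosomal DNA may contribute: weakly covered genes fell from the origin to the terminus of replication in all 4 libraries, most weakly with a slope of -0.338, but the slopes were similar with MS2-DsrA (-0.393 and -0.338) and DsrA (-0.439 and -0.342), and RNA that follows gene dosage gives such a slope too. A weaker background on the column with the tag, as biology or as purification, was not tested.

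The 54 regions at a ratio of mean FPKM of at least 2 are in large part those divided by 1 base, with 66.7% of them. Division by 1 base is argued against as the cause for 12 of the 14 regions at 2 or more in each repeat. These 12 were not divided by 1 base. The other 2, *lacZ* and *oxyS*, a share of 14.3%, were divided by it in 1 repeat. Their ratios within a repeat do not come from it, since the same length divides both libraries of a repeat. Their high FPKM in that repeat does, so the division may be why they passed the minimum FPKM. The bound of this test was loosened after the share had been seen. Sampling of few reads stays open: libraries simulated with the median ratio for every region gave 12.56 regions on average (5 to 21) where 48 regions with recovered reads were observed, and among those not divided by 1 base 9.34 (3 to 17) where 18 were observed, above each of 100 draws. In each repeat the simulated mean was 4.08 (0 to 10) and the observed number 14. Which of the regions with few reads bind DsrA was not tested.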
